# Subtraction-free and bisulfite-free specific sequencing of 5-methylcytosine and its oxidized derivatives at base resolution

**DOI:** 10.1038/s41467-021-20920-2

**Published:** 2021-01-27

**Authors:** Yibin Liu, Zhiyuan Hu, Jingfei Cheng, Paulina Siejka-Zielińska, Jinfeng Chen, Masato Inoue, Ahmed Ashour Ahmed, Chun-Xiao Song

**Keywords:** DNA sequencing, DNA methylation, DNA methylation

## Abstract

Although various methods have been developed for sequencing cytosine modifications, it is still challenging for specific and quantitative sequencing of individual modification at base-resolution. For example, to obtain both true 5-methylcytosine (5mC) and true 5-hydroxymethylcytosine (5hmC) information, the two major epigenetic modifications, it usually requires subtraction of two methods, which increases noise and requires high sequencing depth. Recently, we developed TET-assisted pyridine borane sequencing (TAPS) for bisulfite-free direct sequencing of 5mC and 5hmC. Here we demonstrate that two sister methods, TAPSβ and chemical-assisted pyridine borane sequencing (CAPS), can be effectively used for subtraction-free and specific whole-genome sequencing of 5mC and 5hmC, respectively. We also demonstrate pyridine borane sequencing (PS) for whole-genome profiling of 5-formylcytosine and 5-carboxylcytosine, the further oxidized derivatives of 5mC and 5hmC. This work completes the set of versatile borane reduction chemistry-based methods as a comprehensive toolkit for direct and quantitative sequencing of all four cytosine epigenetic modifications.

## Abstract (web summary)

Specific and quantitative sequencing of cytosine modifications is challenging at base-resolution. Here the authors present TAPSβ and CAPS for subtraction-free whole genome sequencing of 5mC and 5hmC.

## Introduction

The primary DNA sequence of the four-letter alphabets G, C, A, and T forms the genetic information of life on earth. Chemical modifications of DNA bases do not change the underlying sequence, but instead carry an extra layer of information. The first discovered 5-methylcytosine (5mC) is the most studied modified base, and it plays crucial roles in a broad range of biological processes from gene regulation to normal development^1^ and is regarded as the fifth base. 5-Hydroxymethylcytosine (5hmC) is converted from 5mC by the ten-eleven translocation (TET) family of dioxygenases^2^; it is enriched in neuronal cells^3^ and regarded as the sixth base. Further successive TET oxidation results in 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC)^4,5^, which exist at much lower abundances in the mammalian genome and are regarded as intermediates in the thymine DNA glycosylase (TDG)-base excision repair (BER) active demethylation pathway^5^. Emerging evidence indicates the stability of these DNA demethylation intermediates^6^ as well as potential functional roles^7^.

Detection and analysis of cytosine modifications has been an intriguing challenge for chemists as well as other scientists. Traditionally, bisulfite sequencing (BS) has been the gold standard for base-resolution and quantitative analysis of 5mC and 5hmC^8^. Modified BS has also been developed for specific sequencing of 5mC (oxidative bisulfite sequencing, oxBS-seq)^9^ or 5hmC (TET-assisted bisulfite sequencing, TAB-seq)^10^. These methods, however, all involve harsh bisulfite treatment, which degrades up to 99% of the DNA^11^, and reduces sequence complexity by converting unmodified cytosine (~95% of the total cytosine in the human genome) to thymine (T). Recently, bisulfite-free quantitative base-resolution methods have emerged and showed significant advantages over BS^12^. Among them, APOBEC-coupled epigenetic sequencing (ACE-seq, which detects 5hmC)^13^ and Enzymatic Methyl-seq (EM-seq, which detects 5mC + 5hmC)^14^ use an enzymatic deamination step to replace the bisulfite deamination step. While these methods solve the DNA damage issue, they still suffer from the indirect detection issue of BS by converting unmodified cytosine to T. Recently, we developed TET-assisted pyridine borane sequencing (TAPS) based on a pyridine borane reductive decarboxylation and deamination chemistry^15,16^. In TAPS, 5mC and 5hmC are oxidized by TET proteins to 5caC and reduced to dihydrouracil (DHU) by pyridine borane. DHU is then amplified and sequenced as T during sequencing. TAPS is nondestructive and detects 5mC + 5hmC directly, and it shows improved sequence quality, mapping rate, and coverage compared to BS^15^.

5mC and 5hmC provide distinct and antagonistic epigenetic information: 5mC usually marks repressed genes and 5hmC generally marks expressed genes^17^. To elucidate the interplay between 5mC and 5hmC in various biological processes, it is necessary to distinguish the two modifications. To do that, two assays (e.g. BS and oxBS-seq, BS and TAB-seq, or EM-Seq and ACE-seq) need to be performed and a subtraction between the two assays is usually required to obtain both the true 5mC and true 5hmC information (e.g. BS minus oxBS-seq to get 5hmC, BS minus TAB-seq to get 5mC, or EM-Seq minus ACE-seq to get 5mC)^9,10,13^. However, subtraction may introduce negative values because of random sampling or systematic error in each experiment and suffer from accumulation of noise from multiple assays, which increases the need for higher sequencing depth^18^ as well as more effort to perform read filtering and apply statistical tests^19^. A subtraction-free approach where two assays (e.g. oxBS-seq and TAB-seq) can read out the true 5mC and true 5hmC information directly is desirable. However, so far, no bisulfite-free methods have been shown to deliver that. Previously, we demonstrated the proof-of-principle that the versatility of the borane reduction chemistry for direct and quantitative sequencing of individual cytosine modification on model DNA with Sanger sequencing^15^. In this study, we further optimize and demonstrate these methods for whole-genome applications, including TAPS with β-glucosyltransferase (βGT) blocking (TAPSβ) and chemical-assisted pyridine borane sequencing (CAPS) for whole-genome subtraction-free 5mC-specific and 5hmC-specific sequencing, respectively; and pyridine borane sequencing (PS) for whole-genome sequencing of 5fC and 5caC.

## Results

### TAPSβ for bisulfite-free 5mC-specific sequencing

To realize 5mC-specific sequencing, we used βGT, which is widely used for selective labeling of 5hmC with glucose that enables 5hmC pull-down^20^ and protection from TET oxidation^10^ or APOBEC deamination^13^. We utilized this simple and robust reaction to block 5hmC and then performed TET oxidation and borane reduction on 5mC (Fig. 1a)^15^. We applied TAPSβ on mouse embryonic stem cells (mESCs) genomic DNA (gDNA) and validated with spike-in controls with known modifications by high-throughput sequencing. 

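TAPSβ was sequenced in 1 library of gDNA from E14 mESCs, an established line of pluripotent mouse cells, without replicates. The authors trimmed the reads, mapped them with BWA to mm9 together with the spike-in sequences, removed PCR duplicates and reads of low mapping quality, and called modified bases with asTair. For each CpG cytosine, on each strand, they deposited a count of modified reads (read as T), a count of unmodified reads (read as C) and the fraction of modified reads, with no further normalization. Spike-in sequences were not analysed here. The values cover chromosomes 1 to 19, X and Y. They list 39910857 of the 42684984 CpG cytosines of the NCBIM37 reference, the assembly also called mm9, and every listed position is a CpG cytosine there. A read counts at each CpG cytosine it covers, which gave 511365019 base calls. The paper reports 405560101 sequenced read pairs for this library, a number from before mapping and removal of duplicates. A listed cytosine had 12.8 reads on average and a median of 13, with quartiles of 10 and 16, and 75.4% of the listed cytosines had at least 10 reads. The TAPSβ level of all CpGs, modified reads over all reads summed across cytosines, was 57.5% (95% exact binomial interval 57.54 to 57.55%). Among autosomes it lay between 52.8% on chromosome 11 and 60.5% on chromosome 3. Because each method has 1 library without replicates, this and all later intervals cover counting error only. They also treat the calls of 1 read at several cytosines as independent. Averaging the levels of single cytosines, in place of summing reads, moved the level most, to 59.2%.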

High 5mC conversion rate (97.6% in CpG-methylated lambda DNA, Fig. 1b) and low false-positive rate (0.24% conversion rate on unmodified C, Fig. 1c) were achieved in TAPSβ, which are close to previous TAPS results (96.5% and 0.23%, respectively)^15^. 5hmC showed only 1.9% conversion rate in TAPSβ (Fig. 1b) compared to 89.1% in TAPS^15^. The other two minor cytosine modifications 5fC and 5caC also showed high conversion rate (84.9% and 94.4% respectively, Supplementary Table 1); however, they were ignored in following data analysis due to the negligible amounts existed in the mammalian genome (<0.002% of total cytosine)^4^. Similar to TAPS^15^, TAPSβ showed excellent sequencing quality scores at cytosine/guanine (Supplementary Fig. 1). We observed good correlation between TAPSβ and published 5mC data of mESCs by reduced representation oxBS-seq (RRoxBS-seq)^21^ (Pearson’s *r* = 0.77, Fig. 1d) and whole-genome oxBS-seq^22^ (Pearson’s *r* = 0.72, Fig. 1e). In comparison, Pearson correlation coefficients between the reported four RRoxBS-seq replicates were 0.79–0.80 (ref. ^21^). 

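The RRoxBS-seq and oxBS-seq sets were not analysed here, and the values below describe the TAPSβ side of the comparison, at the same minimal depth of 10 reads. In TAPSβ, 30073189 cytosines reached this depth, and their median level was 66.7%. Of these, 16.2% had a level under 20%, 56.6% a level from 20% to below 80%, and 27.2% a level of 80% or more. The 2 strands of a CpG are listed separately in the same library, so their levels can be compared within TAPSβ. Over 12447960 CpGs with at least 10 reads on each strand, Pearson's r between the strands was 0.845, a correlation across CpGs, which are not independent replicates. In Fig. 1d and e the paper sets such per-CpG levels against the published sets and describes the correlation as good.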

The discrepancy between TAPSβ and oxBS-seq is likely caused by biological differences, e.g. cell line passages^9^, rather than systematic bias, given the high correlation between TAPS and TAPSβ using the same biological sample (Supplementary Fig. 2). TAPSβ showed much improved sequencing quality evidenced by higher mapping rate (90.7%, Supplementary Table 2) than RRoxBS-seq^21^ (66.2–68.2%) and oxBS-seq^22^ (21.4–26.1%). Notably, TAPSβ is the first and only bisulfite-free, base-resolution, and quantitative 5mC-specific sequencing method.

**Fig. 1:**
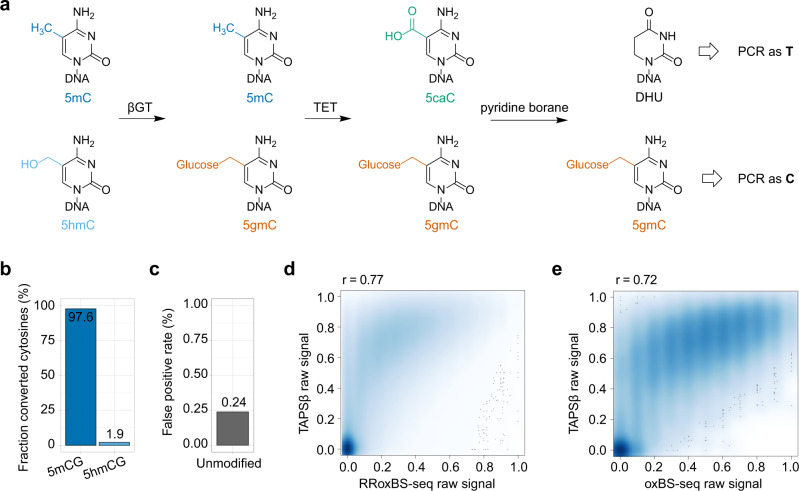
TAPSβ for bisulfite-free 5mC-specific sequencing. **a** Schematic demonstration of TAPSβ. **b** Conversion rates of TAPSβ at known 5mCG or 5hmCG positions from CpG-methylated lambda DNA or synthetic spike-in. **c** False-positive rate of TAPSβ from 2-kb-unmodified spike-in. **d** Correlation analysis between TAPSβ and published RRoxBS-seq dataset at CpGs with the minimal depth of 10. The color scale represents density. **e** Correlation analysis between TAPSβ and published oxBS-seq dataset at CpGs with the minimal depth of 10. The Pearson’s *r* is shown at the top. The raw signal for each CpG was calculated as the ratio between C and the sum of C and T.

### CAPS for bisulfite-free 5hmC-specific sequencing

To enable 5hmC-specific sequencing, we turned to chemical oxidization of 5hmC to 5fC, which can also be converted to DHU by borane reduction (Fig. 2a). In our proof-of-principle study, we used potassium perruthenate (KRuO_4_) previously used in oxBS-seq as the oxidant, which is known to cause DNA damage^9^. In this study, we utilized potassium ruthenate (K_2_RuO_4_), which was used in chemical-assisted C-to-T conversion of 5hmC sequencing (hmC-CATCH) and reported to be more oxidative and less DNA damaging than KRuO_4_ (ref. ^23^). We optimized the K_2_RuO_4_ oxidation protocol for CAPS as follows: (1) Commonly used double-strand DNA library preparation method was applied instead of the complicated single-strand protocol. (2) A uracil-containing loop-structured NEBNext Adaptor was used in the DNA ligation. Subsequent treatment with USER enzyme (a mix of UDG and Endo VIII) opened the loop, leaving 3ʹ and 5ʹ phosphate ends that could protect the ligated DNA from oxidative damaging^24^. (3) Double oxidation was performed on the ligated DNA by adding additional oxidant to the original oxidation reaction, improving the conversion rate of 5hmC to 5fC from 82.8% to 97.2% measured by HPLC-MS/MS (Supplementary Fig. 3). A limitation of both KRuO_4_ and K_2_RuO_4_ oxidation is that they only work on single-strand DNA. Pyridine borane used in TAPS, which is optimized based on double-strand DNA, only showed 65.8% 5hmC-to-T conversion rate on single-strand DNA while 1.3% C-to-T false-positive rate was observed (Supplementary Fig. 4). Instead, we found that another compound, 2-methylpyridine borane (pic-borane), achieved 83.1% 5hmC-to-T conversion rate (Fig. 2b) and 0.72% false-positive rate on single-strand DNA (Fig. 2c), and therefore was chosen as the reducing agent for CAPS. These numbers are similar to the 5hmC-to-T conversion rate and false-positive rate reported in hmC-CATCH (~80% (without pull-down) and 0.6–1%, respectively)^23^.

**Fig. 2:**
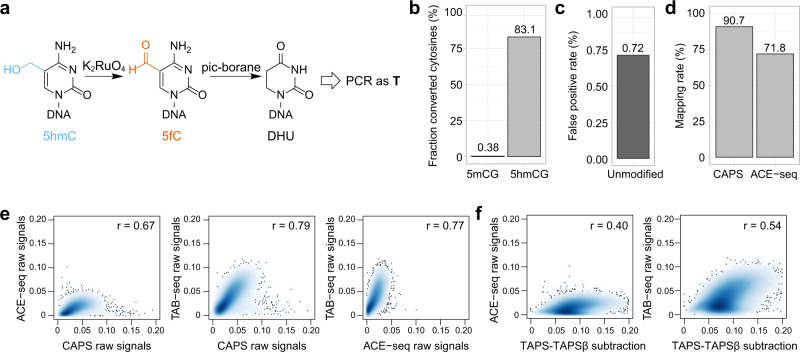
CAPS for bisulfite-free 5hmC-specific sequencing. **a** Schematic demonstration of CAPS. **b** Conversion rates of CAPS at known 5mCG or 5hmCG positions from CpG-methylated lambda DNA or synthetic spike-in. **c** False-positive rate of CAPS from 2-kb-unmodified spike-in. **d** Fraction of all sequenced read pairs in CAPS and ACE-seq mapped to the reference mouse genome. **e** Correlation density plot between CAPS, TAB-seq, and ACE-seq in 10-kb bins. The color scale represents density. **f** Correlation density plot between TAPS−TAPSβ subtraction and TAB-seq or ACE-seq in 10-kb bins.

Next, we applied CAPS on mESCs and detected 1,762,287 5hmC-modified sites. 

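CAPS was sequenced in 1 library of the same mESC gDNA, without replicates, and its counts of modified (T) and unmodified (C) reads per CpG cytosine were made by the authors in the same way as for TAPSβ. They list 39990774 CpG cytosines with 377288829 base calls. The paper reports 336706866 sequenced read pairs, before mapping and removal of duplicates. A listed cytosine had 9.43 reads on average and a median of 9, with quartiles of 7 and 12, and 90.2% of the listed cytosines had at least 5 reads. The CAPS level of all CpGs was 3.14% (95% exact binomial interval 3.13 to 3.14%), with autosomes between 2.92% on chromosome 3 and 3.42% on chromosome 11. Corrected for the false-positive rate of 0.72% and the 5hmC conversion rate of 83.1% that the paper reports for CAPS, the level was 2.93%, the largest move among the alternatives. The paper's CAPS rates on 5mC are lower, with 0.38% in lambda DNA, and were not used in this correction. It may therefore subtract too much background.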

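5hmC sites were called with the test that the paper's methods describe. At each of the 36060655 cytosines with at least 5 CAPS reads, the number of modified reads was compared with the false-positive rate of 0.0072 by a one-sided exact binomial test, and p-values were adjusted with the Benjamini-Hochberg procedure over all cytosines tested. At an adjusted p under 0.05, 591604 cytosines were called, or 1.64% of those tested, each strand of a CpG counting on its own. When the adjustment ran only over cytosines with at least 1 modified read, 1985632 cytosines were called, the largest change among the alternatives. The median level of the called cytosines was 30%, with quartiles of 23.1% and 36.4%, measured on the same reads that made the call. Pooled over called cytosines the CAPS level was 28.9%, against 2.65% over uncalled ones. The TAPSβ level was 49.5% at called and 58.5% at uncalled cytosines. Of the called cytosines, 19703 (3.33%) had a PS level of 20% or more at 5 or more PS reads, and leaving these out gave 571901 calls. On simulated counts with the read depths of chromosome 19, a level of 30% was called at 60.5% of the raised cytosines, and 0.753% of the calls were false.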

We compared CAPS with the other two whole-genome base-resolution 5hmC sequencing methods: TAB-seq^10^ and ACE-seq^13^, using published sequencing data from mESCs. Both TAB-seq and ACE-seq utilize βGT to protect 5hmC with a glucose from bisulfite or enzymatic deamination and read it as C after PCR amplification, while converting both unmodified C and 5mC to T. Bisulfite-based TAB-seq shares the same drawbacks as BS, while ACE-seq partially solves the problem by replacing the harsh chemical reaction with mild APOBEC3A enzymatic deamination. However, ACE-seq still suffers from reduced sequence complexity in the converted genome, which results in low mapping rate (Fig. 2d and Supplementary Table 2), low base quality (Supplementary Fig. 5), and uneven coverage (Supplementary Fig. 6). The low base quality in ACE-seq is caused by the unbalanced CG content in the sequencing libraries similar to WGBS^15^, while CAPS avoids depletion of cytosines leading to optimal data quality similar to TAPS and TAPSβ. CAPS outperformed TAB-seq and ACE-seq in these sequencing metrics (Fig. 2d and Supplementary Table 2), while showing good correlation with published dataset (Pearson’s *r* = 0.79 with TAB-seq and 0.67 with ACE-seq, Fig. 2e). On the other hand, 5hmC obtained from TAPS−TAPSβ subtraction showed an abnormal distribution of modification levels with lower correlation (Pearson’s *r* = 0.54 with TAB-seq and 0.40 with ACE-seq, Fig. 2f), demonstrating that the subtraction-free method is superior for 5hmC profiling, especially given that 5hmC exists in much lower abundance than 5mC in most non-neuronal tissues and cell lines^4^, including mESCs (Supplementary Fig. 3a).

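TAB-seq and ACE-seq were not analysed here, and the CAPS side of the comparison was computed over 10-kb bins of the 19 autosomes with at least 10 CpG cytosines covered in both CAPS and TAPSβ. The 237249 bins held a median of 1367 CAPS base calls each. Their median CAPS level was 2.54%, with quartiles of 1.74% and 3.65% and a 95th percentile of 5.57%. Across bins, CAPS and TAPSβ levels were inversely related, with Pearson's r = -0.27 and Spearman's rho = -0.29, and over the alternatives r lay between -0.23 and -0.31. Bins are not independent replicates, so no p-value is given. The relation was not a straight line. The median CAPS level was 3.26% in the decile of bins with the lowest TAPSβ levels, rose to 3.95% in the next decile and fell to 2.11% in the highest. The highest CAPS level of a bin with at least 200 reads was 24.5% (50 of 204 base calls, 95% interval 18.8 to 31.0%), at 113200001 to 113210000 of chromosome 4, which overlaps Skint5. The other 4 of the top 5 bins had CAPS levels between 20.2% and 23.4% and overlap no annotated gene. Among them the bin at 173470001 to 173480000 of chromosome 1 had by far the most reads, with 1038 of 5099 base calls modified (20.4%, 95% interval 19.3 to 21.5%). These calls fall on 80 cytosines, so its coverage lay far above the genome's median of 9 CAPS reads per cytosine. In these 5 bins the PS level lay between 15.5% and 19.3%, and from 3 to 27 cytosines of each had a PS level of 20% or more at 5 or more reads. As the paper's PS rate on 5hmC is 1.8%, most of the CAPS level of these bins is not specific to 5hmC.

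**Figure D1:**
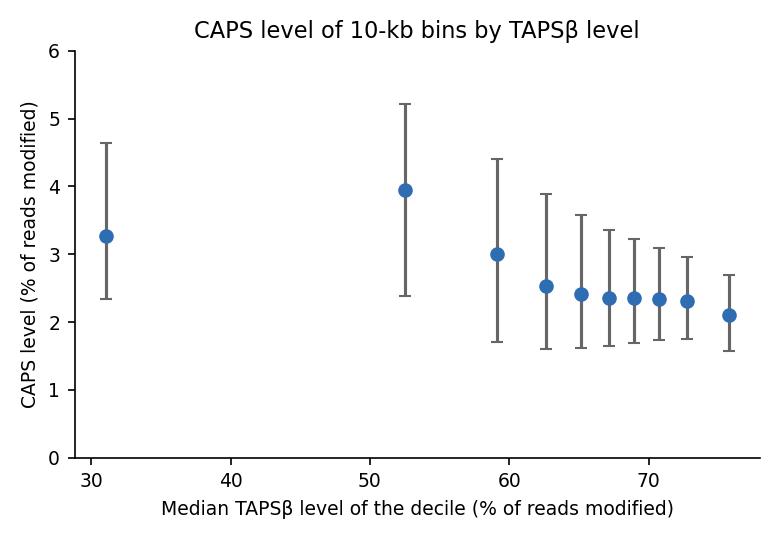
CAPS level of 10-kb autosomal bins (vertical axis, percent of reads modified) in 10 equal groups of bins ordered by TAPSβ level (horizontal axis, median of the group). Points are medians and bars run from the lower to the upper quartile of the bins in a group; the medians rise from 3.26% to 3.95% and then fall to 2.11%.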

To globally benchmark different methods by accounting for 5mC and 5hmC states in mESCs, we established the abundance of both modifications (Fig. 3a). 

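TAPSβ and CAPS levels were compared directly in 1-kb autosomal bins, without the maximum likelihood step, over cytosines with at least 5 reads in both libraries and bins with at least 5 such cytosines, whose levels were averaged in each bin. TAPS, WGBS, TAB-seq and ACE-seq were not analysed here. Over the 1982480 bins the median TAPSβ level was 68.5%, with quartiles of 59.5% and 74.9%. The median CAPS level was 2.38%, with quartiles of 1.14% and 4.16% and a 95th percentile of 8.02%, and 12.2% of the bins had no modified CAPS read. The CAPS level was above the TAPSβ level in 13733 bins, or 0.693% (95% exact binomial interval 0.681 to 0.704%). At single cytosines the levels of the 2 libraries should sum to at most 1 if both are measured without error, and at these depths counting error also gives larger sums. Among 35086276 cytosines with at least 5 reads in both libraries, 889106 had a sum above 1, or 2.53%. With the strands of each CpG summed this share fell to 1.04%, and with both levels corrected for the paper's false-positive and conversion rates it was 7.90%. This correction puts every cytosine with a TAPSβ level of 1 and no modified CAPS read above 1 by construction, so the higher share is no measure of conflicts between the libraries.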

Combination of TAPSβ and CAPS showed a similar pattern to whole-genome BS (WGBS) with TAB-seq or ACE-seq while TAPS−TAPSβ subtraction overestimated 5hmC sites. 

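Zmym1 and 3 further windows are shown as examples in Fig. 3b and Supplementary Fig. 7, and the CAPS library was examined there per cytosine, with calls taken from the genome-wide binomial test. Across the 4 windows, 10 of the 92 cytosines with at least 5 CAPS reads were called (10.9%), and with a minimum of 10 reads only 1 was. The CpG cytosines of the Zmym1 window lie from 126725393 to 126726239 of chromosome 4 in NCBIM37, and its middle is in a coding exon of Zmym1 that overlaps the transcript Gm12940. The called cytosines named here were chosen after their values had been seen. In this window the CAPS level was 7.72% (26 of 337 base calls, 95% exact binomial interval 5.10 to 11.1%), the TAPSβ level 46.5% and the PS level 0.313%. All 3 called cytosines there are on the minus strand, at 126725783 (2 of 6 reads), 126725809 (3 of 6 reads) and 126725856 (4 of 6 reads, 66.7%, 95% interval 22.3 to 95.7%, one-sided exact binomial test, adjusted p = 3.72e-05). The 3 highest cytosines with at least 10 reads in this window each had 1 of 10 reads modified and were not called. The window with CpG cytosines from 8296771 to 8297224 of chromosome 6 lies in an intron of Umad1, which the GENCODE annotation used here lists as Gm16039, and had the highest CAPS level of the 4, at 19.1% (21 of 110 base calls, 95% interval 12.2 to 27.7%). It held 4 called cytosines, at 8296771, 8296987 and 8297019 on the plus strand and 8297107 on the minus strand, of which the last had 3 of 11 reads modified. No PS read was modified in 155 base calls there (95% exact binomial interval up to 2.35%). The window with CpG cytosines from 77822545 to 77823062 of chromosome 18, in an intron of 8030462N17Rik, had a CAPS level of 10.9% (22 of 201 base calls), and both strands of its CpG at 77822767 and 77822768 were called. In an intron of Tspan9, over CpG cytosines from 128082967 to 128083566 of chromosome 6, the CAPS level was 5.92% (9 of 152 base calls) and the cytosine at 128083363 was called. The 3 highest cytosines with at least 10 reads had 2 of 13, 1 of 10 and 1 of 11 reads modified in the chromosome 18 window, 3 of 11, 2 of 10 and 0 of 11 in Umad1, and 2 of 11, 1 of 10 and 1 of 10 in Tspan9, and of these only the one at 8297107 was called. ACE-seq and TAB-seq were not analysed here.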

Examples were plotted to show results from different approaches, demonstrating that CAPS detected consistent 5hmC sites with TAB-seq and ACE-seq (Fig. 3b and Supplementary Fig. 7). 

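The chromatin-state map was not used here, and the CAPS calls were placed on the GENCODE gene annotation of NCBIM37 and on matches to a CTCF consensus sequence, both chosen after the data had been seen. Within 500 bp of the start sites of protein-coding transcripts, 12929 of 1865412 tested cytosines were called (0.693%), which is 0.422 times the rate over all tested cytosines. This ratio was below 1 on each of the 19 autosomes, between 0.329 and 0.535, and was 0.437 after matching on coverage. Over all listed cytosines in this range, leaving out those with a PS level of 20% or more at 5 or more reads, the CAPS level was 1.65%. Calls were more frequent than over all tested cytosines in the other exons (1.21 times) and introns (1.18 times) and less frequent in intergenic DNA (0.889 times). The CTCF consensus CCASYAGRKGGCRS had 6562 matches in the reference, which are sequence matches and not sites shown to be bound in mESCs. Within 100 bp of the middle of a match, 841 of 36251 tested cytosines were called (2.32%), 1.41 times the overall rate. The pooled CAPS level within 100 bp was 3.26% (95% exact binomial interval 3.20 to 3.31%), close to the 3.37% (3.32 to 3.41%) found 800 to 1000 bp away, while the TAPSβ level was 9.65% within 100 bp and 51.2% at that distance. The calls within 100 bp lay mostly 50 to 100 bp from the middle, where 4.21% of tested cytosines were called upstream and 3.83% downstream, while within 50 bp the shares were 1.27% and 1.02%, below the overall rate. In 50-bp steps the CAPS level rose and fell around the match, with 2.35% in the first 50 bp upstream and 2.00% in the first 50 bp downstream, and 5.34% from 100 to 50 bp upstream, 1.80% from 200 to 150 bp upstream and 5.05% from 300 to 250 bp upstream. Downstream it was 4.62% from 50 to 100 bp, 2.11% from 150 to 200 bp and 5.54% from 200 to 250 bp.

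**Figure D2:**
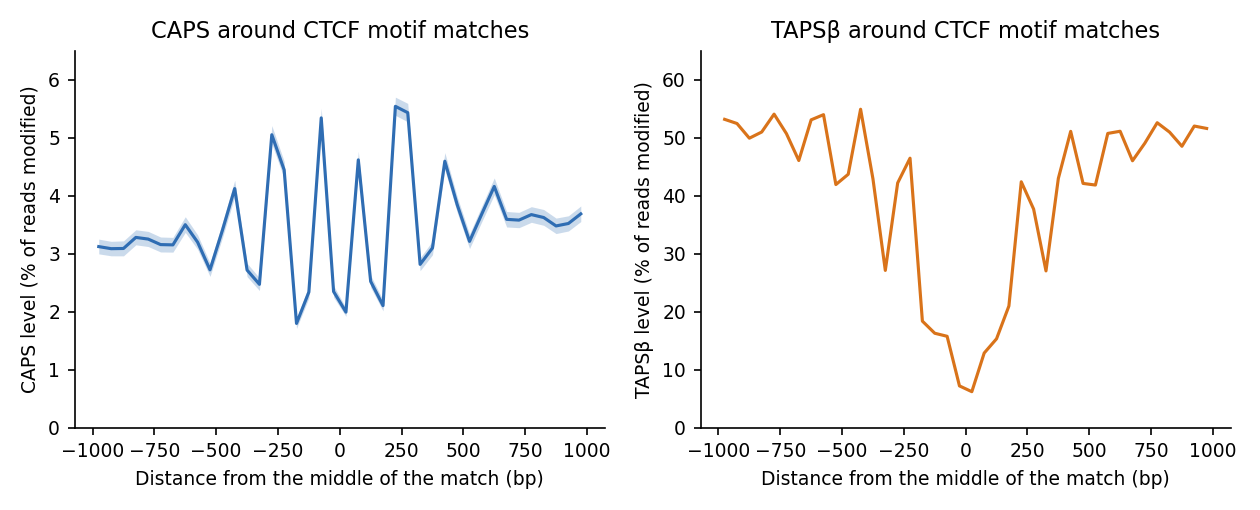
CAPS level (left panel) and TAPSβ level (right panel), in percent of reads modified, against the distance in bp from the middle of 6562 matches to the CTCF consensus, in 50-bp bins pooled over matches. Shading is the 95% exact binomial interval of the CAPS level; CAPS peaks at 5.54% from 200 to 250 bp downstream and dips to 1.80% from 200 to 150 bp upstream.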

The distribution of 5hmC varied across genomic regulatory elements (Fig. 3c)^25–27^, with particular enrichment at enhancers and insulators^28^, where CTCF-binding sites were enriched (Fig. 3d). This result is consistent with previous findings that 5hmCs are enriched in enhancers and CTCF-binding sites^10,23^.

**Fig. 3:**
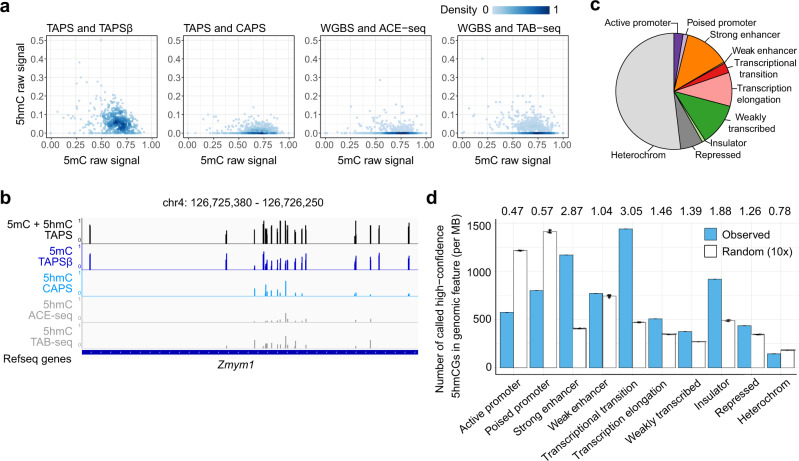
Comparison of CAPS with other methods. **a** Comparison of 5mC and 5hmC levels tiled by 1-kb bins for TAPSβ, CAPS, ACE-seq, and TAB-seq. The levels of unmodified and modified cytosines were estimated by MLML using the direct readout from the method combination shown at the title of each subfigure. **b** Example of genome browser view on chromosome 4 showing CAPS-detected consistent 5hmC sites when compared with ACE-seq and TAB-seq. **c** Pie chart shows the overlap of called 5hmCGs with putative genomic regulatory elements. **d** The relative enrichment of 5hmCG (blue) and random sites (white) at genomic regulatory elements. ‘Random’ consists of ten random samplings. The mean is shown as the bar height and the error bars denote standard deviation (*n* = 10 random sampling events). Each dot denotes one random sampling event. The ratios between observed and random are shown at the top.

### PS for bisulfite-free 5fC/5caC-specific sequencing

To study the active demethylation pathway, various BS-based^21,29–31^ and bisulfite-free^32^ methods have also been developed to profile 5fC and/or 5caC modifications. The borane reduction chemistry can be used for direct sequencing of 5fC and 5caC, where 5fC and 5caC are converted to DHU by pyridine borane and read as T after PCR amplification (PS, Fig. 4a). We applied this simple approach to the same mESCs gDNA and demonstrated high conversion rate in 5caC spike-in (93.8%, Fig. 4b) and good conversion rate in 5fC spike-in (76.8%). 

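PS was sequenced in 1 library of the same gDNA, without replicates, and the authors made its counts of modified (T) and unmodified (C) reads per CpG cytosine as for TAPSβ and CAPS. The values list 40135005 CpG cytosines with 383591531 base calls, while the paper reports 272591664 sequenced read pairs before mapping and removal of duplicates. A listed cytosine had 9.56 reads on average and a median of 9, with quartiles of 7 and 12. At least 10 reads covered 49.7% of the listed cytosines. Over all CpGs 944442 base calls were modified, a PS level of 0.246% (95% exact binomial interval 0.2457 to 0.2467%). Among autosomes the level lay between 0.199% on chromosome 2 and 0.334% on chromosome 12. Cytosines with a PS level of 20% or more at 5 or more reads are called variant-like from here on, because a C-to-T difference between E14 and the reference would be read as modified. There were 51764 of them. At 5 reads 1 modified read meets this limit. Of the variant-like cytosines 20605 had 5 reads, and only 769 of these had 3 or more modified reads. The label thus also takes in cytosines with 1 background read and does not tell them from variants. Leaving out variant-like cytosines, a filter on the PS level itself, lowered the PS level of all CpGs to 0.186%. The spike-in conversion rates were not recomputed.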

The low false-positive rate (0.27%, Fig. 4c) in PS lowered the requirement for sequencing depth to distinguish the low abundant 5fC/5caC signals from the background^33^. We also developed a method for 5caC-specific sequencing in which 5fC was blocked by *O*-ethylhydroxylamine^29^ before borane reduction reaction, which we termed pyridine borane sequencing for 5caC (PS-c, Fig. 4a). PS-c achieved a low conversion rate of 15.2% on 5fC (Fig. 4d) while the high conversion rate on 5caC (95.3%) and the low false-positive rate (0.22%, Fig. 4e) were not affected. Even with the low false-positive rates of PS and PS-c, it remains challenging to detect 5fC and 5caC in whole-genome sequencing due to their low level. Instead, we focused on regulatory regions^27,34^ and found that 5fC/5caC signals were enriched at H3K4me1, H3K4me3 regions (Fig. 4f, g), promoters and enhancers compared to repressed regions or heterochromatin (Supplementary Fig. 8), which is consistent with previous enrichment-based 5fC sequencing result^29^. 

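The PS level of all CpGs lay below the false-positive rate of 0.27% that the paper measured on unmodified spike-in DNA, so correcting it for this rate and for the paper's 5fC conversion rate gave a level of -0.0311%, which as a negative value is no abundance. A level of 5fC and 5caC averaged over all CpGs was thus not detectable above this rate on unmodified C. The paper's PS rates on 5mC lie below it in lambda DNA (0.10%) and above it in the synthetic spike-in. They were not used in this correction. The paper calls no sites in PS, and the binomial test used for CAPS was carried over with the false-positive rate of 0.0027. It called 28928 of 36570167 cytosines with at least 5 PS reads (0.0791%). Of the calls, 24882 (86.0%) were variant-like, but a call needed at least 3 modified reads at 5 to 20 reads, which at 15 or fewer is a level of 20% or more, so this share does not tell variants from modification. With variant-like cytosines left out, the test and its adjustment called 2225 cytosines. With the adjustment run only over cytosines with a modified read, the number rose to 675952. The median PS level of the called cytosines was 37.5%, with quartiles of 25% and 54.5%, and they had a median of 16 PS reads, against 10 for all tested cytosines. Among them 20213 were also called in CAPS, in which 5fC and 5caC are converted as well. Among 17588 calls with at least 10 reads in all 3 libraries, the median level was 32.3% in PS, 33.3% in CAPS and 78.6% in TAPSβ. On simulated counts with the depths of chromosome 19, 81.5% of cytosines with a PS level of 30% were called. There 19979 of 1012381 tested cytosines were raised and 16588 were called, a far larger share than the 0.0791% in the data. The adjusted cut-off was thus looser in the simulation, so 81.5% is no estimate of the share that the test finds in PS. PS-c was not analysed here.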

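The H3K4me1 and H3K4me3 peaks and the chromatin-state map were not used here, and PS was profiled around 45961 start sites of protein-coding transcripts in the GENCODE annotation, with variant-like cytosines left out. These distances were chosen after the data had been seen. The PS level was 0.242% within 500 bp of a start site (95% exact binomial interval 0.240 to 0.244%) and 0.187% at 2 to 3 kb (0.184 to 0.190%), a ratio of 1.30 (95% interval 1.27 to 1.32). The level near start sites was the higher on each of the 19 autosomes, by ratios from 1.19 to 1.43. Variant-like cytosines moved the ratio most among settings that kept the same comparison, to 1.15 when they were counted. In 28511 clusters of at least 20 CpGs with at most 50 bp between neighbours, the PS level was 0.269%, against 0.184% at 2 to 4 kb from them, a ratio of 1.46 (95% interval 1.44 to 1.48). The TAPSβ level differs between the same regions, with 8.68% within 500 bp of start sites and 54.0% at 2 to 3 kb. Over all CpGs with at least 20 TAPSβ and 10 CAPS reads on both strands together, the PS level depended on the TAPSβ level, with 0.256% where the TAPSβ level was under 1%, 0.282% where the TAPSβ level was 1 to 10% and 0.139% where it was 90 to 100%. Against CpGs of equal TAPSβ level more than 3 kb from any start site, a comparison added after the data had been seen, the ratio near start sites was 0.990 (95% interval 0.981 to 0.999), and with the CAPS level also equal it was 0.998 (0.989 to 1.007). These CpGs met the same depth minima, and without the adjustment their ratio was 1.41.

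**Figure D3:**
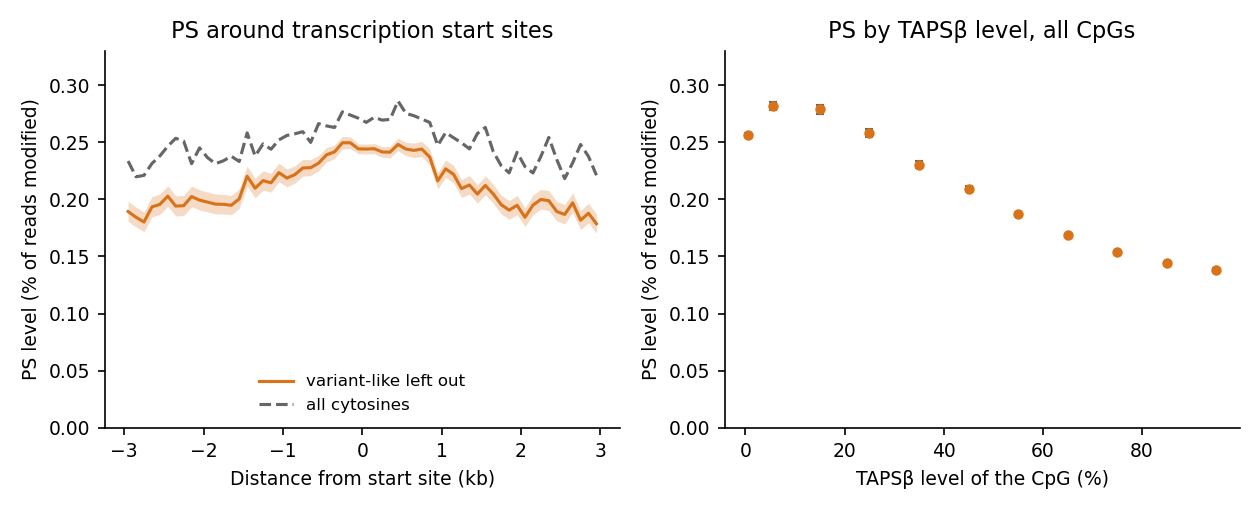
PS level in percent of reads modified, against the distance from the start sites of protein-coding transcripts in 100-bp bins (left panel) and against the TAPSβ level of the CpG over the genome (right panel). The solid line leaves out variant-like cytosines, the dashed line keeps them, and shading and bars are 95% exact binomial intervals. The PS level is 0.256% where the TAPSβ level is under 1%. It falls from 0.282% to 0.139% as the TAPSβ level rises from 1 to 10% to 90 to 100%.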

Our base-resolution data also revealed the 5fC/5caC modification on *Nanog*, a pluripotency regulator (Supplementary Fig. 9), which was previously reported based on an enrichment-based method^32^. These results suggest that PS can capture the genuine 5fC/5caC signals even in a low 5fC level sample.

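The window of Supplementary Fig. 9 holds 324 CpG cytosines, from 122657045 to 122671952 of chromosome 6 in NCBIM37, of which 228 had the figure's minimal depth of 10 PS reads. At this depth the binomial test against the PS false-positive rate, adjusted within the window, called 7 cytosines. All 7 lie in exon 4 of Nanog (122663160 to 122664651), the last exon, with 4 in the coding sequence and 3 in the 3′ UTR. The highest level was 33.3% at 122663432 on the plus strand (4 of 12 reads, 95% exact binomial interval 9.92 to 65.1%, one-sided exact binomial test, adjusted p = 1.47e-06), where CAPS had 6 of 15 reads modified. At 122663795 on the minus strand 6 of 20 PS reads were modified (30%, 95% interval 11.9 to 54.3%, exact binomial test, adjusted p = 3.31e-09), and CAPS had 7 of 22. The CpG at 122664458 and 122664459 was called on both strands, with 6 of 34 and 6 of 23 PS reads, or 21.1% with the strands summed (95% interval 11.4 to 33.9%). The lowest of the 7 was 12.5% (2 of 16 reads), at 122663395 on the plus strand, and adjusting over the genome in place of the window left 6 calls. At 5 of the 7 the PS level was 20% or more, so they are variant-like by the definition used for PS. For the 5 CpGs called on 1 strand, no PS read was modified on the opposite strand. Called cytosines were concentrated in exons, with 7 called and 48 uncalled in exons against 0 and 173 elsewhere (two-sided Fisher's exact test across cytosines, which are not independent replicates, p = 3.50e-05). Coverage also differed, with 17.9 PS reads per cytosine in the exons, 10.9 in the introns and 10.5 outside the gene, and with 25.9, 18.6 and 16.3 reads in TAPSβ. Exons 1 to 3 had 16.2 PS reads per cytosine and no calls. The TAPSβ level was 32.1% in the exons (25.0% in exons 1 to 3), 3.99% in the introns and 28.7% outside the gene. The reference holds a copy of part of the transcript on chromosome X, at 97.4% identity from 87127651 to 87129235, which covers the last exon and a part of it joins exons 2, 3 and 4, and at 5 of the 7 called cytosines this copy has the base of the gene. From the levels at these regions and on Nanog, the paper proposes that PS captures 5fC/5caC signals in a sample with little 5fC.

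**Figure D4:**
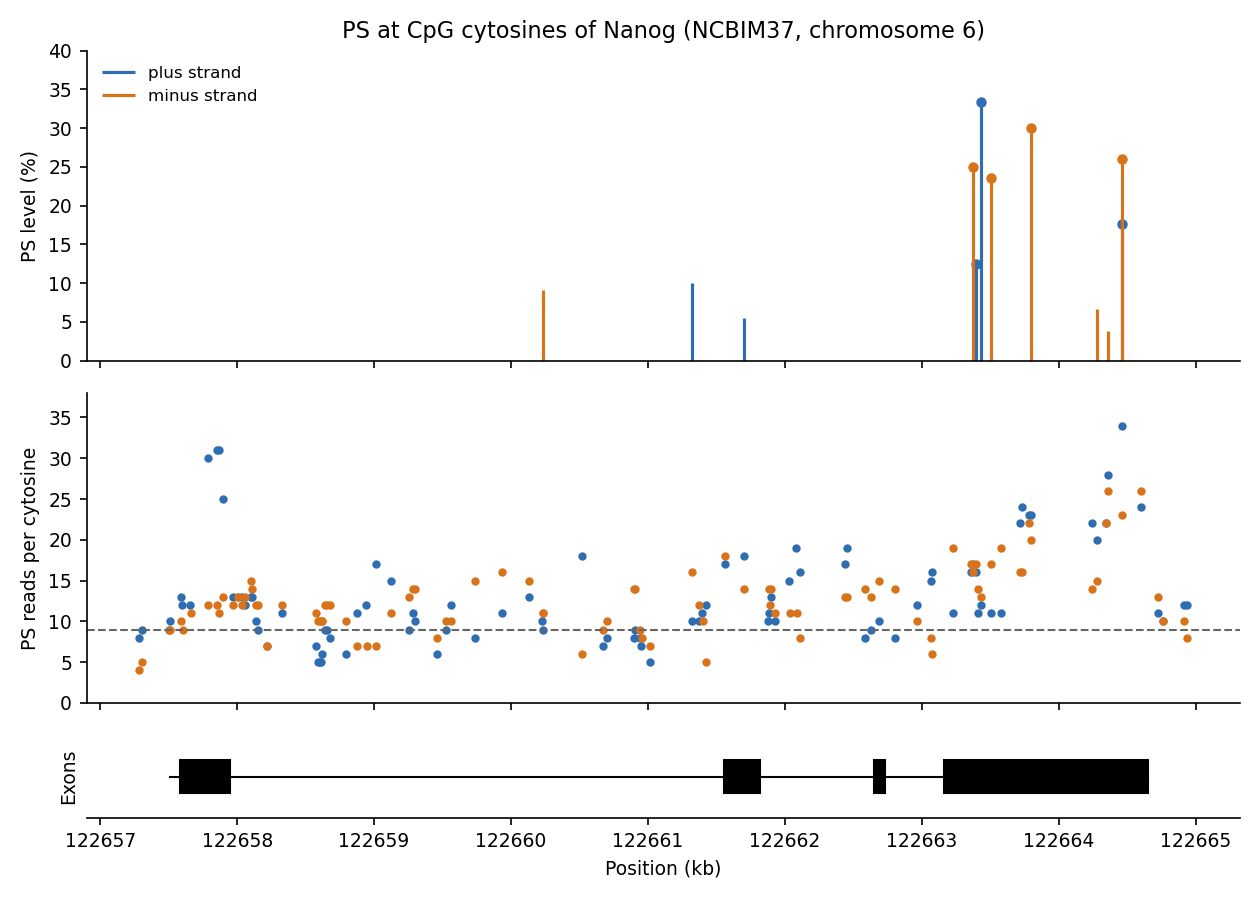
PS along Nanog on chromosome 6. Top, PS level in percent of each CpG cytosine with at least 10 reads, by strand, with dots on the 7 called cytosines; middle, PS reads per cytosine, with a dashed line at the genome's median of 9; bottom, the 4 exons as boxes; the horizontal axis is the position in kb. The called cytosines, between 12.5% and 33.3%, lie in the last exon.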

**Fig. 4:**
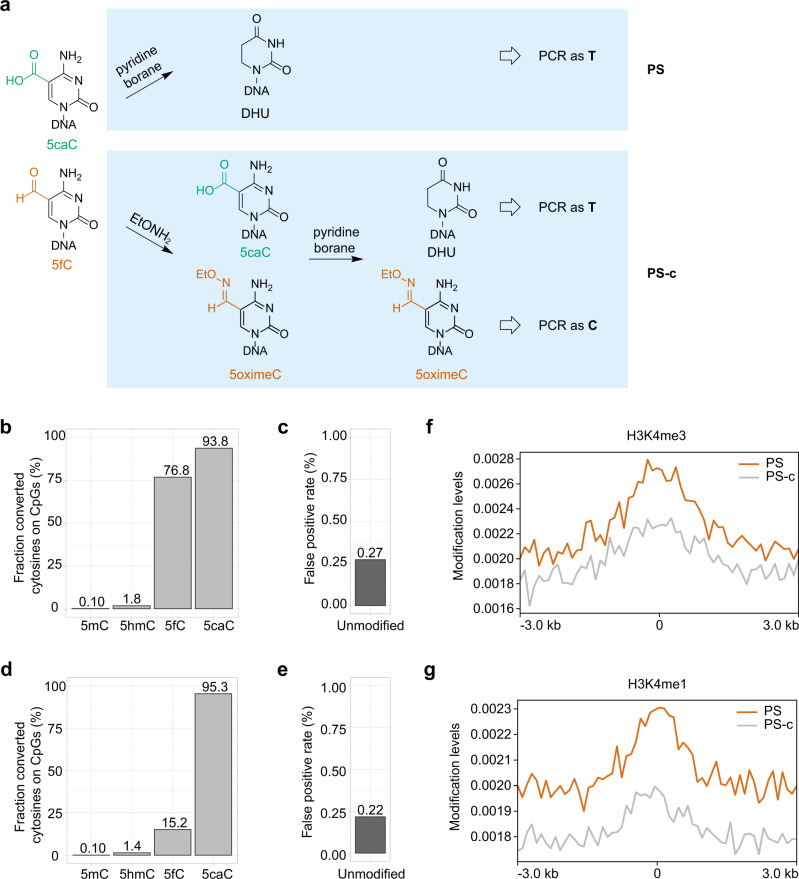
PS for bisulfite-free 5fC/5caC-specific sequencing. **a** Schematic demonstration of PS and PS-c. **b** Conversion rate of PS at known 5mC, 5hmC, 5fC, and 5caC positions in spike-in controls. **c** False-positive rate of PS from 2-kb-unmodified spike-in. **d** Conversion rate of PS-c at known 5mC, 5hmC, 5fC, and 5caC positions in spike-in controls. **e** False-positive rate of PS-c from 2-kb-unmodified spike-in. **f**, **g** Average 5fC/5caC signal in the 6-kb regions flanking the centers of H3K4me3 (**f**) and H3K4me1 (**g**) peaks produced by the ENCODE Project Consortium. On the x-axis, 0 denotes the peak center.

Bisulfite and various bisulfite-free methods are known to have systematic differences in sequencing due to different chemistries and detection mode (indirect vs direct)^14,15^. When comparing various modifications, it is therefore ideal to have them derived from the same family of methods to minimize bias. In this study, we present a suite of borane reduction chemistry-based methods for direct and quantitative sequencing of all four cytosine modifications in mESCs, providing a valuable resource for studying DNA modifications in the popular epigenetics model (Table 1). By replacing harsh bisulfite treatment with mild borane reduction reaction, we achieved higher sequencing quality and more comprehensive methylome analysis. Independent identification of 5mC and 5hmC by subtraction-free TAPSβ and CAPS methods could provide insight into the distribution and function of the two modifications. The simple and mild borane reduction sequencing methods PS and PS-c could facilitate studies of the dynamics of active DNA demethylation processes. Together, they offer the most comprehensive solution for epigenetic sequencing of cytosine modifications.

**Table 1:** Base changes in borane reduction chemistry-based methods.

Base	TAPS	TAPSβ	CAPS	PS	PS-c
C	C	C	C	C	C
5mC	**T**	**T**	C	C	C
5hmC	**T**	C	**T**	C	C
5fC	T	T	T	**T**	C
5caC	T	T	T	**T**	**T**

C-to-T transitions marked in bold were recognized as modified sites.

## Methods

### Preparation of spike-in DNA

CpG-methylated lambda DNA was produced from unmethylated lambda DNA (Promega) with M.SssI enzyme (NEB) treatment. 2-kb-unmodified spike-in was produced by PCR amplification from the pNIC28-Bsa4 plasmid (Addgene, cat no. 26103). Synthetic spike-in with 5mC and 5hmC modifications was produced by annealing and extension of one oligo containing 5mC and another oligo containing 5hmC (IDT). 5fC spike-in was produced by an annealing and extension method with 5-formylcytidine-5ʹ-triphosphate (5-fCTP, TriLink BioTechnologies). 5caC spike-in was produced by PCR amplification from the pNIC28-Bsa4 plasmid, then methylated with M.SssI enzyme (NEB) and oxidized with two rounds of mTet1CD treatment. Detailed preparation protocols and sequences of the spike-in DNA can be found in previous publication^15^ and Supplementary Table 3.

### mESCs culture and gDNA extraction

E14 mESCs were gifted from Professor Skirmantas Kriaucionis and cultured on gelatin-coated plates in Dulbecco’s Modified Eagle Medium (DMEM) (Invitrogen) supplemented with 15% FBS (GIBCO), 2 mM l-glutamine (Gibco), 1% non-essential amino acids (Gibco), 1% penicillin/streptavidin (Gibco), 0.1 mM β-mercaptoethanol (Sigma), 1000 units/mL LIF (Millipore), 1 µM PD0325901 (Stemgent), and 3 µM CHIR99021 (Stemgent). mESCs were maintained at 37 °C and 5% CO_2_ and passaged every 2 days. The gDNA was prepared by cell harvesting with centrifugation for 5 min at 1000 × *g* and room temperature, and DNA extraction with Quick-DNA Plus kit (Zymo Research) according to the manufacturer’s protocol.

### Expression and purification of mTet1CD

mTet1CD was expressed in Expi293F cells from mTet1CD insert (NM_001253857.2, 4371-6392) with N-terminal Flag-tag cloned into pcDNA3-Flag between KpnI and BamH1 restriction sites^15^. The cells were grown for 48 h at 37 °C, 170 r.p.m., and 5% CO_2_, then harvested by centrifugation, re-suspended in the lysis buffer containing 50 mM Tris–Cl pH 7.5, 500 mM NaCl, 1× cOmplete Protease Inhibitor Cocktail, 1 mM PMSF, 1% Triton X-100, and incubated on ice for 20 min. The cell lysate was then clarified by centrifugation for 30 min at 30,000 × *g* and 4 °C. ANTI-FLAG M2 Affinity Gel was used to purify the supernatant and eluted with buffer containing 20 mM HEPES pH 8.0, 150 mM NaCl, 0.1 mg/mL 3× Flag peptide, 1× cOmplete Protease Inhibitor Cocktail, 1 mM PMSF. The collected fractions were concentrated and buffer exchanged to the final buffer containing 20 mM HEPES pH 8.0, 150 mM NaCl, and 1 mM dithiothreitol, then mixed with glycerol (30% v/v) for storage at −80 °C.

### Preparation of mESCs gDNA and sequencing library construction

mESCs gDNA was spiked with 0.5% of methylated lambda DNA, 0.025% of 2-kb-unmodified and 0.025% of 2-kb-caC spike-in controls. For CAPS approach, gDNA was fragmented by Covaris M220 instrument and size-selected to 200–400 bp using Ampure XP beads (Beckman Coulter). For other approaches, gDNA was fragmented and size-selected to 300–500 bp; 0.01% of synthetic oligo with N5mCNN/N5hmCNN sequences and 0.01% of synthetic oligo with 5fC modifications were added after size-selection. One-hundred nanograms of fragmented DNA was used for end-repair/A-tailing and ligation of NEBNext Adaptor (NEB) with KAPA Hyper kit (KAPA) according to the manufacturer’s protocol. The uracil in the loop of NEBNext Adaptor was removed by adding 3 μL of USER enzyme (NEB) to the ligation reaction and incubating for 15 min at 37 °C. Then the reaction was purified with 0.8× Ampure XP beads according to the manufacturer’s protocol. For CAPS approach, 80% acetonitrile:H_2_O was used instead of 80% ethanol:H_2_O during the beads purification step.

### TAPS with βGT blocking (TAPSβ)

Ligated DNA was added to a 50-μL reaction containing 50 mM HEPES buffer (pH 8), 25 mM MgCl_2_, 200 μM UDP-Glc (NEB), and 10 U of βGT (Thermo Fisher) for 1 h at 37 °C. 5hmC-blocked DNA was purified with Ampure XP and then incubated in 50 µL oxidation reaction containing 50 mM HEPES buffer (pH 8.0), 100 µM ammonium iron (II) sulfate, 1 mM α-ketoglutarate, 2 mM ascorbic acid, 1 mM dithiothreitol, 100 mM NaCl, 1.2 mM ATP, and 4 μM mTet1CD for 80 min at 37 °C. Then 0.8 U of Proteinase K (NEB) was added to the reaction and incubated for 1 h at 50 °C. Oxidized DNA was purified with Ampure XP beads and then input into another round of TET oxidation in order to achieve complete oxidation. The double-oxidized DNA was added to a 50-μL reaction containing 600 mM NaAc (pH = 4.3) and 1 M pyridine borane (Alfa Aesar). The reaction was incubated at 37 °C and 850 r.p.m. in a ThermoMixer (Eppendorf) for 16 h and purified by Zymo-IC column (Zymo Research) with Oligo Binding Buffer (Zymo Research).

### Chemical-assisted pyridine borane sequencing (CAPS)

Potassium ruthenate (K_2_RuO_4_) was prepared as previously described by Zeng et al.^23^ and stored at −20 °C in a refrigerator as 10× oxidant; 2 M pic-borane (Sigma) was prepared by dissolving the solid in EtOH. Before 5hmC oxidation, ligated DNA was purified with Micro Bio-Spin P-6 SSC column (Bio-Rad, washed five times with water before use). The purified DNA was denatured in 20 μL solution containing 0.05 M NaOH for 30 min at 37 °C; 10× oxidant was diluted to 1× with distilled water and 2.5 μL of 1× oxidant was added to the denatured DNA. The oxidation reaction was incubated at 37 °C and 850 r.p.m. in a ThermoMixer for 1 h. Then additional 2.5 μL of 1× oxidant was added to the same reaction and incubated at 37 °C and 850 r.p.m. in a ThermoMixer for another hour. The oxidized DNA was purified by a Bio-Rad Micro Bio-Spin P-6 SSC column, and added to a reaction containing 0.6 M MES (Sigma, pH 5.2) and 0.2 M pic-borane. The reaction was incubated at 37 °C and 850 r.p.m. in a ThermoMixer for 2 h and purified by Zymo-IC column with Oligo Binding Buffer.

### Quantification of 5mC, 5hmC, and 5fC level by HPLC-MS/MS

Control and oxidized gDNA samples were digested into nucleosides by 2 U of Nuclease P1 (Sigma-Aldrich) and 10 nM deaminase inhibitor erythro-9-amino-β-hexyl-α-methyl-9H-purine-9-ethanol hydrochloride (Sigma-Aldrich) at 37 °C for overnight and then 6 U of alkaline phosphatase (Sigma-Aldrich) and 0.5 U of phosphodiesterase I (Sigma-Aldrich) at 37 °C for 3 h. After filtering with Amicon Ultra-0.5 mL 10K centrifugal filters (Merck Millipore), the digested samples were subjected to a ZORBAX Eclipse Plus C18 column (2.1 × 150 mm^2^, 1.8-μm, Agilent). HPLC–MS/MS analysis was carried out with 1290 Infinity LC Systems (Agilent) coupled with a 6495B Triple Quadrupole Mass Spectrometer (Agilent). Detailed HPLC-MS/MS program could be found in previous publication^15^.

### Pyridine borane sequencing (PS)

Ligated DNA was added to a 50-μL reaction containing 0.6 M NaAc (pH = 4.3) and 1 M pyridine borane. The reaction was incubated at 37 °C and 850 r.p.m. in a ThermoMixer for 16 h and purified by Zymo-IC column with Oligo Binding Buffer.

### Pyridine borane sequencing for carboxylcytosine (PS-c)

Ligated DNA was added to a 50-μL reaction containing 10 mM *O*-ethylhydroxylamine (Aldrich) and 100 mM MES buffer (pH 5.0). The reaction was incubated at 37 °C and 850 r.p.m. for 4 h in a ThermoMixer and purified with Ampure XP beads. 5fC-blocked DNA was then added to a 50-μL reaction containing 0.6 M NaAc (pH = 4.3) and 1 M pyridine borane. The reaction was incubated at 37 °C and 850 r.p.m. in a ThermoMixer for 16 h and purified by Zymo-IC column with Oligo Binding Buffer.

### PCR amplification of converted DNA and sequencing

Converted DNA was amplified with KAPA HiFi HotStart Uracil+ ReadyMix PCR Kit (KAPA) for 4 cycles according to the manufacturer’s protocol with minor modification. Dual index primers in NEBNext Multiplex Oligos for Illumina were used instead of the Library Amplification Primer Mix. The PCR product was purified with 1× Ampure XP beads and quantified with Qubit dsDNA HS Assay Kit (ThermoFisher). When starting with 100 ng of fragmented DNA for library construction, typical final library yield should be >30 nM after 4 cycles of PCR amplification. Libraries were sequenced on NovaSeq 6000 (150 bp paired end) with no PhiX added.

### Data preprocessing

Sequencing reads were trimmed with Trim Galore! v0.3.1 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) to remove adaptors and low-quality bases. Trimmed reads were mapped to a genome combining spike-in sequences and the mm9 mouse genome using BWA mem v.0.7.12 (ref. ^35^). PCR duplicates were removed using MarkDuplicate function of Picard v2.3.0 (http://broadinstitute.github.io/picard/). Reads with MAPQ < 10 were excluded from methylated site calling. Modified bases were called by asTair v3.3.1 (ref. ^15^). 

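In the deposited TAPSβ, CAPS and PS values the direction of the level can be read from the counts beside it. On every line with reads, the level equals the count of modified reads (T) over the sum of modified and unmodified (C) reads, within the rounding to 0.0005, so a level of 1 is a cytosine read only as T. Lines without reads carry no level, and there are 337505 of them in TAPSβ, 315392 in CAPS and 291954 in PS. All levels printed here follow the deposited direction.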

Raw signals were calculated as the ratio between C and C+T at each site. Regions known to be prone to mapping artifacts (https://sites.google.com/site/anshulkundaje/projects/blacklists)^36,37^ and known single nucleotide variants (http://epigenetics.hugef-research.org/data.php)^38^ of the E14 cell line were used to exclude those overlapping sites from subsequent analysis. The mapping rate was calculated as the ratio between the number of properly mapped read pairs (MAPQ > 10) and the number of trimmed read pairs by Samtools^39^. The base quality was visualized by the phred function of asTair^15^.

### Published datasets

We used the following published datasets: TAPS data and WGBS data (GSE112520)^15^, RRoxBS-seq data (GSM1364069)^21^, oxBS-seq data (GSE112875)^22^, TAB-seq data (GSE36173)^10^, and ACE-seq data (GSE116016)^13^. The TAB-seq data were reprocessed to obtain the full list of modified and unmodified sites. The sequencing reads were downloaded and trimmed by Trim Galore! v0.3.1 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). The trimmed reads were aligned to mm9 using Bismark v0.18.1 (ref. ^40^) and Bowtie v2.2.1 (ref. ^41^). PCR duplicates were removed from the mapped bam file using MarkDuplicate function of Picard v2.3.0 (http://broadinstitute.github.io/picard/). The reads with over three non-conversion sites were filtered using the filter_non_conversion function of bismark as previously described^10^. The methylation sites were called by bismark_methylation_extractor and masked by intersectBed (Bedtools v2.25.0)^42^ to remove sites in regions known to be prone to mapping artifacts.

### Pairwise comparisons of TAPSβ

Replicate one of RRoxBS-seq data was used due to the highest number of reads among the four replicates^21^. The three replicates of whole-genome oxBS-seq^22^ results were pooled together for the correlation analysis. Sites with a minimal coverage of ten reads were used for the correlation analysis between TAPSβ and oxBS-seq. The Pearson correlation coefficient (Pearson’s *r*) was calculated by using R function cor. The scatterplots with smoothed densities color representation were visualized using function smoothScatter in R.

### Coverage analysis of CAPS and ACE-seq

The CpG island annotation was downloaded from UCSC^43^. Each CpG island was evenly binned into ten windows. The 4-kb flanking regions were binned into 20 windows. The coverage was defined as the sum of modified and unmodified reads at each site. The average coverage was calculated by Bedtools map^42^. Given that the overall coverage of CAPS was higher than ACE-seq, the coverage at each site was normalized by the ratio of overall coverage between the two datasets.

### Pairwise comparisons of CAPS

To compare CAPS with ACE-seq and TAB-seq, the raw 5hmCG signals, i.e. C/(C+T), were calculated within 10-kb genomic bins (Fig. 2f) as previously defined^13^. The 10-kb raw signal of TAPS−TAPSβ subtraction was calculated as the average estimated 5hmC levels from the maximum likelihood methylation levels (MLML) output.

### Estimation of 5hmC using maximum likelihood

To estimate 5hmC levels from TAPS and TAPSβ, the MLML estimation method^19^ was applied on sites with a minimum coverage of 5. The sites with at least one conflict were excluded from subsequent analysis. The average levels of 5mC and 5hmC estimated by MLML were tiled by 1-kb bins (Fig. 3a).

### Genomic view

To view the methylation levels on genomes, the methylation calling output was transferred to the bigwig format by bedGraphToBigWig^44^ and visualized by the Integrative Genomics Viewer^45^ on the mm9 genome.

### Statistical test of 5hmC

We used the binomial test^10^ to call 5hmC at sites with the minimal coverage of five reads. The probability *p* of the binomial distribution was the false-positive rate (0.0072) of CAPS, calculated from the unmodified control DNA (Fig. 2c). Cytosines with Benjamini–Hochberg (BH) adjusted *p*-value <0.05 were used for downstream analysis.

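The depth of the CAPS library sets how many modified reads a call needs. Under the test described, a cytosine with 5 reads was called from 2 modified reads, a level of 40%, and one with 7 reads from 3, a level of 42.9%. With 10 reads 3 modified reads were needed (30%), with 20 reads also 3 (15%) and with 30 reads 4 (13.3%). The share called was 1.93% of the 2100287 cytosines with 5 reads, 0.573% of those with 7, 1.27% of the 4190272 with 10 and 4.23% of the 115602 with 20, so it was lower at 7 reads, where 3 modified reads were needed, than at 5 and rose from there. When the adjustment ran only over cytosines with at least 1 modified read, 2 modified reads were enough from 5 to 20 reads.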

### Quantifying enrichment of 5hmCGs in regulatory elements

The list of putative genomic regulatory elements was downloaded (https://github.com/gireeshkbogu/chromatin_states_chromHMM_mm9)^27^. This list was predicted based on the ENCODE data^26^ by ChromHMM^25^. The high-confidence 5hmCG sites (BH-adjusted *p*-value < 0.05 and coverage ≥5 reads) were annotated using bedtools intersect. The number of 5hmCG sites falling into each category was counted (Fig. 3c). To investigate the enrichment of 5hmCG in each element class, a set of CG sites was sampled for ten times to generate a background distribution of CG sites across element categories. The number of 5hmCGs or random CGs was normalized by the genomic coverage of corresponding regulatory elements.

### Genome-wide analysis of PS and PS-c

The histone modification ChIP-seq data were downloaded from the ENCODE project^34^: H3K4me1 (GSM1000121) and H3K4me3 (GSM1000124). The prediction result of genomic regulatory elements^27^ was downloaded as described above. The centers of broad peaks or predicted regions were used. Average modification levels were calculated by tiling the left and right flanking 3 kb regions into 100-bp bins. The profiles were visualized by deepTools 3.3.0 (ref. ^46^).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All sequencing data of this study are deposited at the Gene Expression Omnibus (accession: GSE155613). Published data used in this study include TAPS data and WGBS data (GSE112520)^15^, RRoxBS-seq data (GSM1364069)^21^, oxBS-seq data (GSE112875)^22^, TAB-seq data (GSE36173)^10^ and ACE-seq data (GSE116016)^13^, H3K4me1 ChIP-seq data (GSM1000121), and H3K4me3 ChIP-seq data (GSM1000124)^34^. All relevant additional data have been published with the manuscript, either as part of the main text or in the supplement.

# Supplementary material for: Subtraction-free and bisulfite-free specific sequencing of 5-methylcytosine and its oxidized derivatives at base resolution
**Source:** Nat Commun. 2021 Jan 27;12:618. doi: 10.1038/s41467-021-20920-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supporting Information for

# Subtraction-free and bisulfite-free specific sequencing of 5-methylcytosine and its oxidized derivatives at base resolution

Yibin Liu<sup>1,2,5,\*</sup>, Zhiyuan Hu<sup>3,4,\*</sup>, Jingfei Cheng<sup>1,2</sup>, Paulina Siejka-Zielińska<sup>1,2</sup>, Jinfeng Chen<sup>1,2</sup>, Masato Inoue<sup>1,2</sup>, Ahmed Ashour Ahmed<sup>3,4</sup>, Chun-Xiao Song<sup>1,2,†</sup>

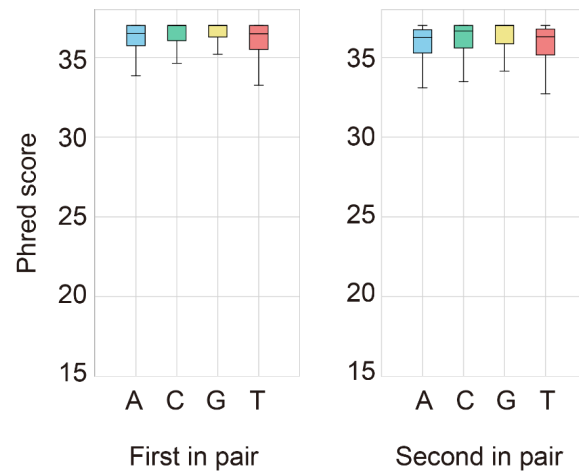

**Supplementary Figure 1.** TAPSe sequencing quality scores per base for the first and second reads in all sequenced read pairs. Boxplots show the medians, upper and lower fourth quantiles and non-outlier extreme values (n = 10 million random sequencing reads).

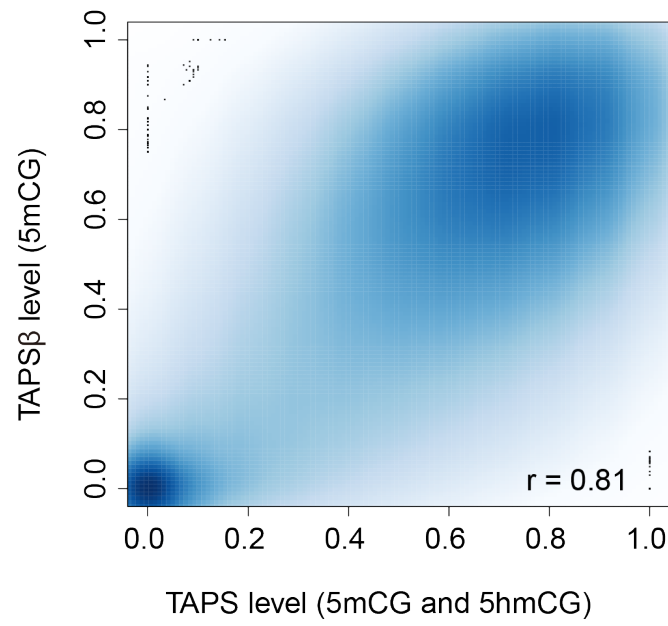

**Supplementary Figure 2.** Correlation analysis between TAPSB and TAPS at CpGs with the minimal depth of 5. The Pearson's  $r$  is shown at the right bottom.

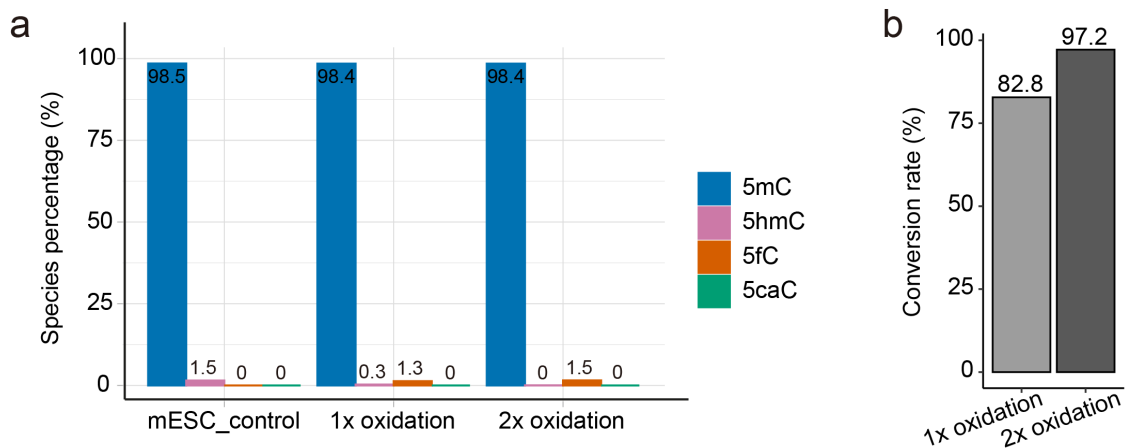

**Supplementary Figure 3.** Two rounds of  $K_2RuO_4$  oxidation achieved more complete 5hmC to 5fC conversion than one round. (a) HPLC–MS/MS quantification of relative modification levels in the mESCs genomic DNA control<sup>1</sup>, after one round  $K_2RuO_4$  (1x) oxidation and after two rounds  $K_2RuO_4$  (2x) oxidation. 5fC or 5caC was not detected in the control sample. Experiment was performed once. (b) Conversion rate of 5hmC to 5fC was calculated by relative MS signal intensity. Conversion rate =  $Intensity_{5fC} / (Intensity_{5fC} + Intensity_{5hmC})$ .

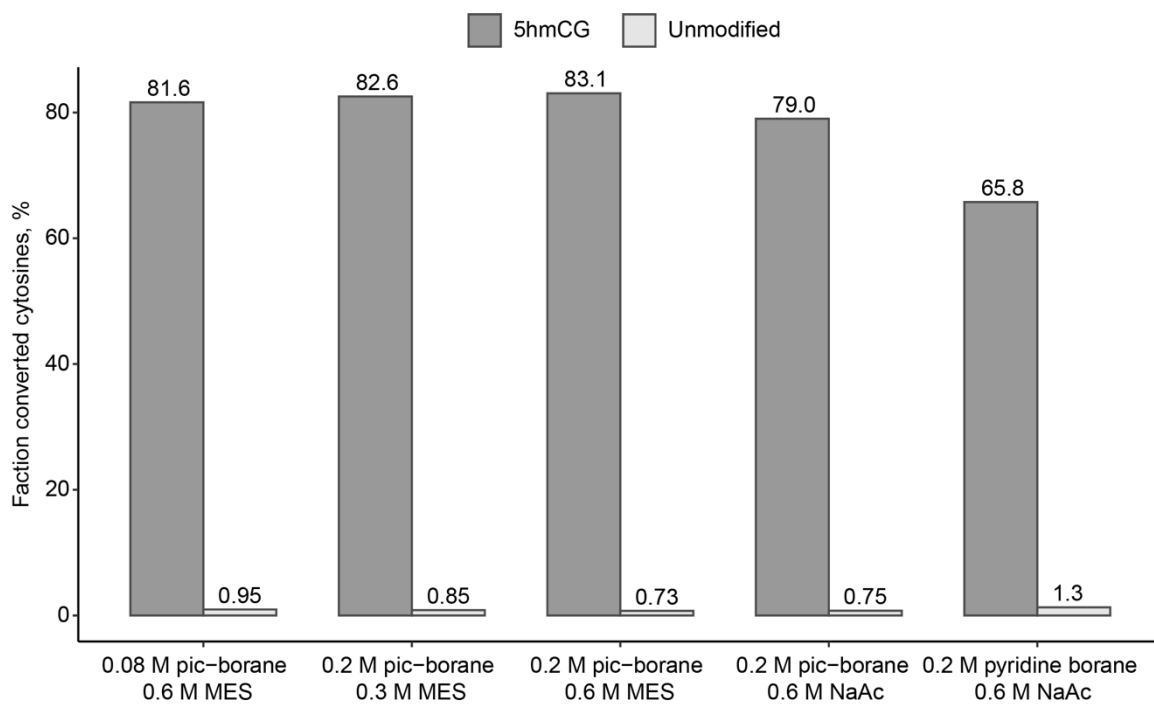

**Supplementary Figure 4.** The conversion rates at 5hmCG position from synthetic spike-in with 5mC and 5hmC modifications and false positive rates from 2kb-unmodified spike-in under different CAPS conditions. Ligated DNA was treated with  $2\times$   $K_2RuO_4$  oxidation and then incubated with pic-borane or pyridine borane and MES (pH 5.2) or NaAc (pH 4.3) buffer at 37°C for 2 h.

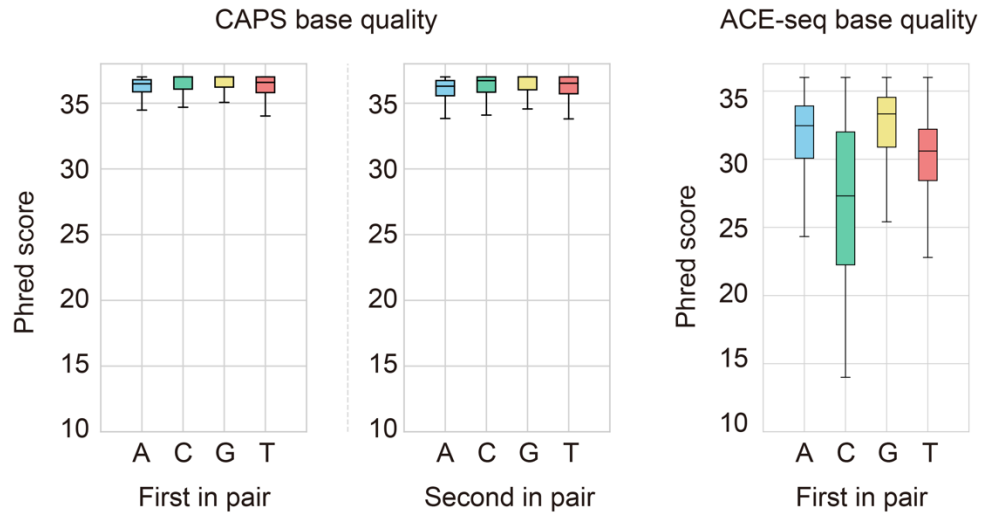

**Supplementary Figure 5.** Comparison of sequencing base quality between CAPS and ACE-seq. CAPS (sequenced in pair-end mode) showed good sequencing quality scores per base for the first and second reads in all sequenced read pairs while ACE-seq (sequenced in single-end mode) showed lower sequencing quality scores per base for the first read. Boxplots show the medians, upper and lower fourth quantiles and non-outlier extreme values ( $n = 10$  million random sequencing reads).

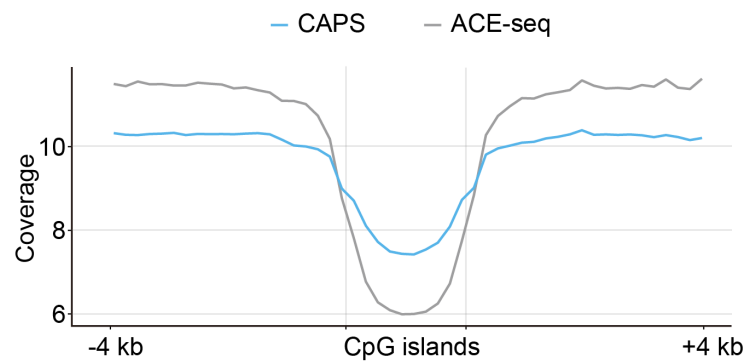

**Supplementary Figure 6.** Average sequencing coverage depth of CAPS and ACE-seq at all CpG islands (CGI) and 4-kb flanking regions.

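The paper's list of CpG islands was not used here, and the CpG clusters described for PS, with a median length of 470 bp, were taken in its place. CAPS covered cytosines inside the clusters with 7.35 reads on average and cytosines 2 to 4 kb away with 9.61 reads, a ratio of 0.764. For the same clusters the ratio was 1.06 in TAPSβ (13.6 against 12.8 reads) and 0.903 in PS (8.90 against 9.86 reads), so the ratio was lowest in CAPS. With medians in place of means the CAPS ratio was 0.7. The averages rest on 2795821 cytosines inside clusters and 1541442 in the flanks, in 1 library per method. No scaling to another data set was applied. ACE-seq was not analysed here.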

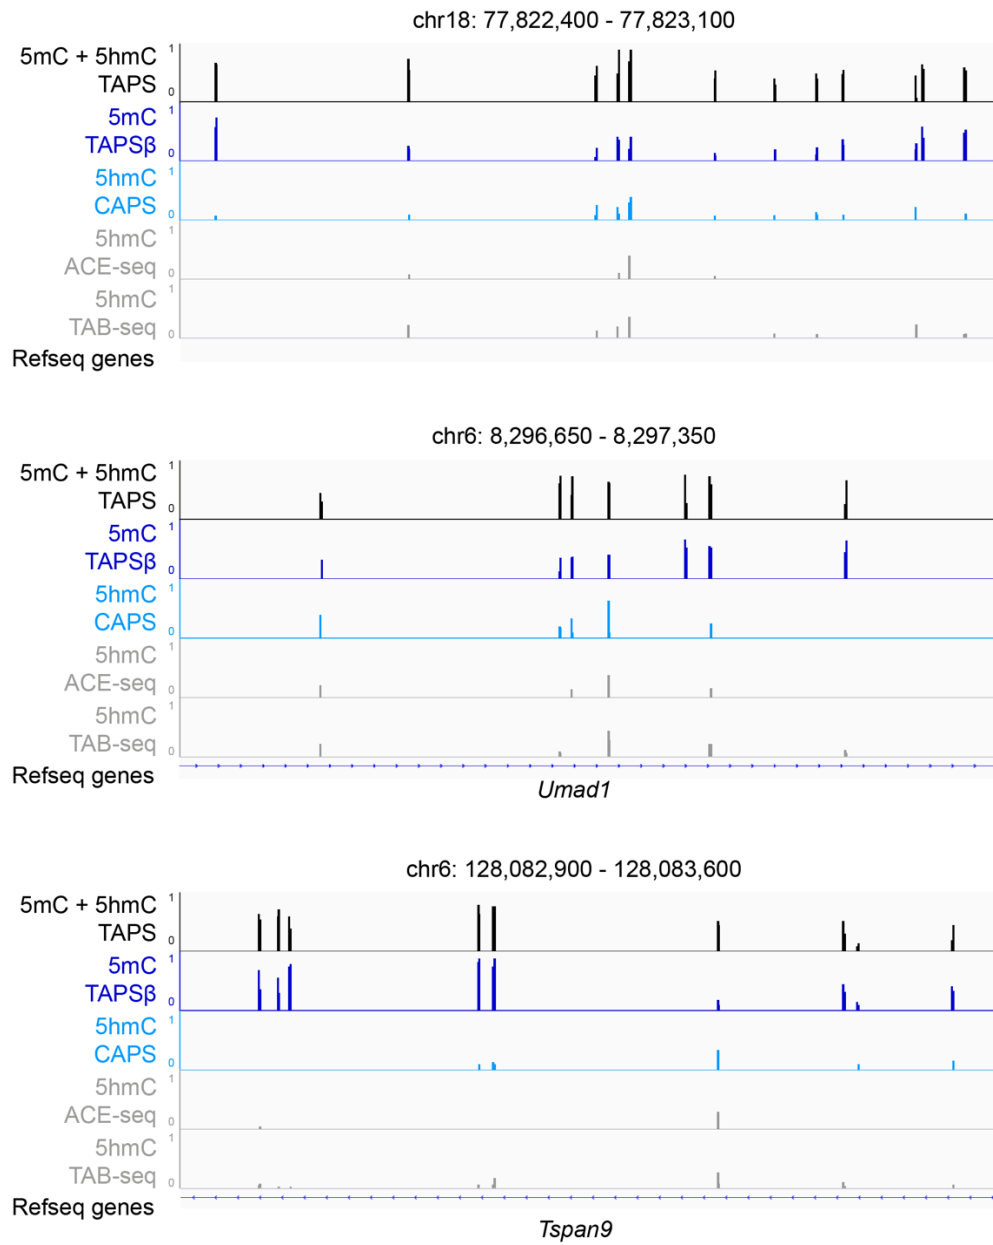

**Supplementary Figure 7.** IGV screenshots show the consistency between CAPS and other techniques at multiple genomic loci. The y-axis represents the modification level, and the x-axis indicates the genomic positions. The range of genomic regions is shown as subtitles.

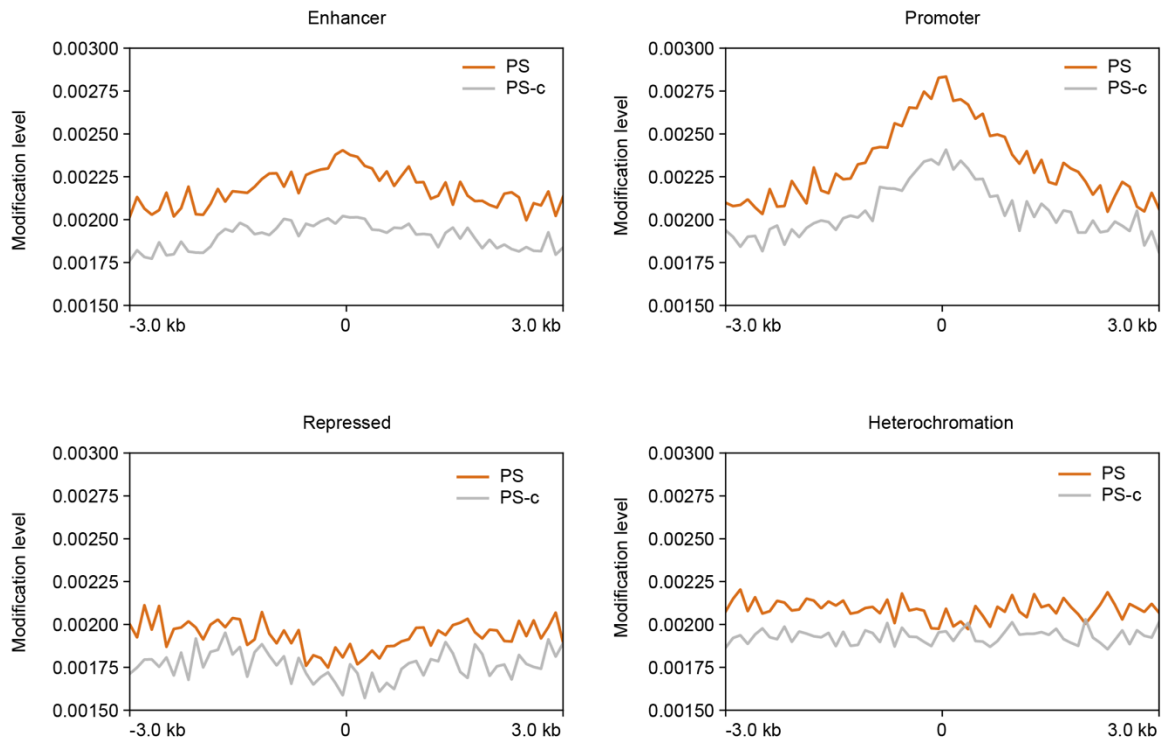

**Supplementary Figure 8.** 5fC/5caC signals in putative genomic regulatory regions (enhancers, promoters, repressed and heterochromatin) and their flanking regions in mESC E14. In the x-axis, 0 represents the center of the peak.

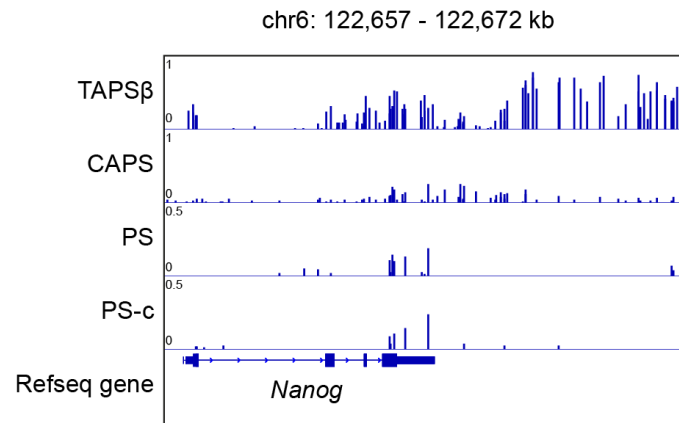

**Supplementary Figure 9.** IGV screenshot shows the 5fC/5caC modification on *Nanog*. The y-axis represents the modification level, and the x-axis indicates the genomic positions. Only CpGs with the minimum depth of 10 are shown.

**Supplementary Table 1.** Conversion rates of unmodified C, 5mC, 5hmC, 5fC, and 5caC in TAPS, TAPS $\beta$ , CAPS, PS and PS-c.

| Conversion        | C     | 5mC- $\lambda$ | 5mC   | 5hmC  | 5fC   | 5caC  |
|-------------------|-------|----------------|-------|-------|-------|-------|
| TAPS <sup>1</sup> | 0.23% | 96.5%          | 97.3% | 89.1% | NA    | NA    |
| TAPS $\beta$      | 0.24% | 97.6%          | 94.8% | 1.9%  | 84.9% | 94.4% |
| CAPS              | 0.72% | 0.38%          | 0.62% | 83.1% | 85.2% | 96.2% |
| PS                | 0.27% | 0.10%          | 0.32% | 1.8%  | 76.8% | 93.8% |
| PS-c              | 0.22% | 0.10%          | 0.22% | 1.4%  | 15.2% | 95.3% |

Conversion rates were calculated based on the corresponding spike-in controls. C: 2kb-unmodified spike-in; 5mC- $\lambda$ : CpG-methylated lambda DNA; 5mC and 5hmC: synthetic spike-in with 5mC and 5hmC modifications; 5fC: 5fC spike-in; 5caC: 5caC spike-in. Conversion rates of 5fC and 5caC are not available (NA) for published TAPS data.

**Supplementary Table 2.** Alignment and deduplication metrics of sequencing data.

|      | Assays                  | Total sequenced reads or read pairs | Mapping rate (%) | Duplication rate (%) | Usable rate (%) |
|------|-------------------------|-------------------------------------|------------------|----------------------|-----------------|
| 5mC  | TAPS $\beta$            | 405,560,101                         | 90.7             | 20.8                 | 71.9            |
|      | RRoxBS-seq <sup>2</sup> | 62,876,031                          | 66.2-68.2        | NA                   | NA              |
|      | oxBS-seq <sup>3</sup>   | 192,166,218                         | 21.4-26.1        | 12.1-18.1            | 18.6-21.4       |
| 5hmC | CAPS                    | 336,706,866                         | 90.7             | 24.2                 | 68.8            |
|      | TAB-seq <sup>4</sup>    | 998,337,691                         | 53.4             | 55.5                 | 23.8            |
|      | ACE-seq <sup>5</sup>    | 476,595,789                         | 71.8             | 16.2                 | 60.2            |
| 5fC  | PS                      | 272,591,664                         | 90.4             | 20.0                 | 72.3            |
| 5caC | PS-c                    | 295,571,425                         | 90.4             | 20.7                 | 71.8            |

**Supplementary Table 3.** Primer sequences for 5fC and 5caC spike-ins.

| Spike-in                                   | Sequence (5'-3')                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|--------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 5fC<br>(modified<br>C marked<br>in yellow) | <p>Produced by primer extension with Klenow exo- and dfCTP on two annealed DNA oligos:<br/> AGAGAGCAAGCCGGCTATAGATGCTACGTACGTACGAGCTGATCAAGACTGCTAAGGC<br/> CACAAACCAGTTGGCG and<br/> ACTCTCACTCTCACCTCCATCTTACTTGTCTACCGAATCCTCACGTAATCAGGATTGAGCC<br/> ATCCACATTGCGCAACUGGUTGUGGCCTT</p> <p>Final spike-in sequence:<br/> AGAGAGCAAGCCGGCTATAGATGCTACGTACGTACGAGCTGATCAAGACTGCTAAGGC<br/> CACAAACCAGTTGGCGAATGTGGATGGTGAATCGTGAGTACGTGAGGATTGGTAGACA<br/> AGTAAGATGGAGGTGAGAGTGAGAGT</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## References

1. Liu, Y. et al. Bisulfite-free direct detection of 5-methylcytosine and 5-hydroxymethylcytosine at base resolution. *Nat. Biotechnol.* **37**, 424-429 (2019).
2. Booth, M.J., Marsico, G., Bachman, M., Beraldi, D. & Balasubramanian, S. Quantitative sequencing of 5-formylcytosine in DNA at single-base resolution. *Nat Chem* **6**, 435-440 (2014).
3. Liu, C. et al. DNA 5-Methylcytosine-Specific Amplification and Sequencing. *J. Am. Chem. Soc.* **142**, 4539-4543 (2020).
4. Yu, M. et al. Base-resolution analysis of 5-hydroxymethylcytosine in the mammalian genome. *Cell* **149**, 1368-1380 (2012).
5. Schutsky, E.K. et al. Nondestructive, base-resolution sequencing of 5-hydroxymethylcytosine using a DNA deaminase. *Nat. Biotechnol.* **36**, 1083-1090 (2018).

# Supplementary material for: Subtraction-free and bisulfite-free specific sequencing of 5-methylcytosine and its oxidized derivatives at base resolution
**Source:** Nat Commun. 2021 Jan 27;12:618. doi: 10.1038/s41467-021-20920-2
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used.                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | The analysis scripts are available at <a href="https://github.com/zhiyihu/CAPS-paper">https://github.com/zhiyihu/CAPS-paper</a> . We also used: Trim Galore v0.3.1, BWA v0.7.12, Picard v2.3.0, asTair v3.3.1, Bismark v0.18.1, Bowtie v2.2.1, Bedtools v2.25.0, Integrative Genomics Viewer and deepTools 3.3.0. Further details are described in the Methods section. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All sequencing data of this study are deposited at the Gene Expression Omnibus (accession: GSE155613 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155613>]). Published data used in this study include TAPS data and WGBS data (GSE112520 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112520>])15, RRoxBS-seq data (GSM1364069 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM1364069>])21, oxBS-seq data (GSE112875 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112875>])22, TAB-seq data (GSE36173 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE36173>])10 and ACE-seq data (GSE116016 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116016>])13, H3K4me1 ChIP-seq data (GSM1000121 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM1000121>]) and H3K4me3 ChIP-seq data (GSM1000124 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM1000124>])). All relevant additional data have been published with the manuscript, either as part of the main text or in the supplement.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences    ☐ Behavioural & social sciences    ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed as we are using the same mESCs E14 genomic DNA to demonstrate the methods.                                                          |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                     |
| Replication     | No replication of experiment was performed on the sequencing because one whole-genome sequencing run would generate multiple data points in each condition for the analysis. |
| Randomization   | No randomization was used for the sampling as we are using the same mESCs E14 genomic DNA to demonstrate the methods.                                                        |
| Blinding        | Investigators were not blinded to sample allocation during data collection. The aim for this study is methodology development and the blinding is not necessary.             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                            |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Mouse embryonic stem cells E14 were gifted from Professor Skirmantas Kriaucionis (original source from Prof. Adrian Bird). |
| Authentication                                                       | Mouse embryonic stem cells E14 were not authenticated.                                                                     |
| Mycoplasma contamination                                             | Mouse embryonic stem cells E14 were negative for mycoplasma test.                                                          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                            |

How the deposited data were processed for this re-analysis (not part of the article)

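TAPSβ, CAPS and PS were each applied to gDNA of E14 mESCs and sequenced in 1 library per method, so there were no replicates and no groups to test against each other. The authors trimmed the reads with Trim Galore, mapped them with BWA to mm9 together with the spike-in sequences, removed duplicates with Picard, left out reads of low mapping quality and called modified bases with asTair. For every listed CpG cytosine the authors deposited a count of modified reads and a count of unmodified reads, without normalization. The deposited fraction is the modified reads over the sum of both, rounded, and it matched the counts within 0.0005 on every line with reads. The paper excluded artifact-prone regions and known E14 variants from its later analyses, and whether the deposited values carry this exclusion is not stated. All 3 libraries listed 39581646 of the 42684984 CpG cytosines of the NCBIM37 reference, and 2263476 (5.30%) were listed in none of them. The coordinates are those of mm9, which is NCBIM37, and genes were taken from the GENCODE annotation of that assembly.

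From the counts, levels were computed as modified reads over all reads, summed over cytosines except in 1-kb bins, where the levels of single cytosines were averaged, with exact (Clopper-Pearson) binomial 95% intervals, which cover counting error only. The median depth per listed cytosine was 13 reads in TAPSβ and 9 in CAPS and in PS, so a single cytosine has a wide interval and most statements rest on pooled cytosines. Sites were called at cytosines with at least 5 reads by a one-sided exact binomial test against the paper's false-positive rate, 0.0072 for CAPS and 0.0027 for PS, with Benjamini-Hochberg adjustment and an adjusted p under 0.05. Cytosines with a PS level of 20% or more at 5 or more reads were treated as variant-like, a filter that acts on the PS level itself. High coverage means more than 4 times the median, and usual coverage at most 2 times the median. The comparison of CAPS with TAPSβ used 10-kb and 1-kb bins of the 19 autosomes. CpG clusters were runs of at least 20 CpGs with at most 50 bp between neighbours, compared with cytosines 2 to 4 kb away. Ratios of levels carry intervals on the log scale from the numbers of modified reads. Copies of the Nanog transcript were searched with blastn and kept from 95% identity over 250 bp, limits set after a looser search had been seen.

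A rule for named genes and sites was fixed before the data were examined. It names the windows for which the paper prints coordinates, in each of them the 3 cytosines with the highest level among those with at least 10 reads, and the 5 autosomal 10-kb bins with the highest CAPS level among bins with at least 200 reads. The called cytosines named in the windows, and those named on Nanog beyond the 3 highest, were chosen after their values had been seen. Alternatives for coverage minimum, background rate, averaging, strands, variant-like cytosines and high coverage were also fixed then. The levels by gene feature, the CTCF consensus matches, the start-site ratio, the comparisons at equal TAPSβ level, the levels within 500 bp of the exon ends of Nanog and the comparisons with CAPS reads split were chosen afterwards. The calling, the split of reads and the dealing of reads to strands were tested on simulated data with known answers, but these tests were written after the calls had first been run on the real counts. In the simulations, equal levels on both strands gave 76.8% of CpGs called on both and 77.3% with dealt reads.

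Spike-in conversion rates and mitochondrial levels were planned and were not analysed here, and the conversion rates used for corrections are the paper's. PS-c, TAPS, oxBS-seq, WGBS, TAB-seq and ACE-seq data, the chromatin-state map and the H3K4me1 and H3K4me3 peaks were not used here. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and blastn 2.17.0.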

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

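Of the tests in this part, the share of calls outside the levels of a diploid variant was measured after the distribution of levels had been seen, and the comparison of coverage at equal PS coverage and all tests on Nanog were chosen after the result had been seen, the exon placement of its PS signal already being visible in Supplementary Fig. 9. No biological explanation was tested, because all libraries come from the same DNA and the design has no second condition.

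The paper calls no single sites in PS, yet the binomial test called 28928 cytosines over the genome. Variants of the E14 line as the whole cause are argued against by the levels. Among 23920 calls with at least 10 reads, the 95% interval held neither 50% nor 100% in 33.2%, mostly because it lay below 50% (29.0%), although it held 50% in 66.4%. The copy number of chromosomes in this line was not examined. A T in place of C on 1 strand, as a variant or 1 diverged copy would give, is argued against as the whole cause by the opposite strand. The opposite strand had a PS level of 4.44% where the other was called, although 82.2% of the opposite strands had no modified read. Reads of several copies that differ on different strands could also give this, so the level does not argue against them. Reads from repeated sequence mapped to 1 place remain open. A TAPSβ coverage over 2 times the median was found at 30.7% of the calls (95% interval 30.2 to 31.2%) and at 0.657% of all tested cytosines, but calls need depth, which raises this share by construction. Tested cytosines of equal PS coverage had such a TAPSβ coverage in 19.6%, and the mean TAPSβ coverage was 24.5 reads at calls against 22.8 at equal PS coverage (ratio 1.07; 1.12 in CAPS). Matching on PS coverage also removes part of what repeated sequence would raise, so the comparison does not decide. Without regard to calls, autosomal cytosines over 2 times the median TAPSβ coverage had a PS level of 2.42% and held 11.4% of the modified PS reads on autosomes. Because CAPS also converts 5fC and 5caC, similar levels in PS and CAPS do not separate a sequence difference from these modifications.

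PS on chromosome Y stood at 4.98% (95% interval 4.89 to 5.07%), far above the level of all CpGs, in sequence that the paper does not discuss. Leaving out variant-like cytosines, which make up 2.77% of its cytosines with 5 or more PS reads, lowered it to 1.49%, but this filter acts on the PS level. If repeated sequence were the cause, the level should rise with coverage. Cytosines over 2 times the chromosome's median TAPSβ coverage had a PS level of 9.05% (8.88 to 9.22%), against 0.561% (0.517 to 0.607%) for the others, and these 7.87% of the cytosines held 91.6% of the modified reads. This is in line with reads of repeated sequence mapped to 1 place. The part at lower coverage, still above the 0.208% of autosomes at usual coverage, was not explained.

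On Nanog the 7 PS calls all lie in the last exon (exons against elsewhere, two-sided Fisher's exact test, p = 3.50e-05), which restates that placement and is no evidence for a cause. A near-identical processed copy whose reads map to the gene would change coverage and levels at the exon ends. Within 500 bp of the inner exon ends the TAPSβ level was 30.7% (95% interval 27.7 to 33.9%) inside the exons and 7.62% (6.15 to 9.31%) outside, and both the TAPSβ level and the TAPSβ coverage were higher on the exon side at each end of the 4 exons. At exon 1 the level was 20.6% inside, and 0 of 224 and 0 of 388 base calls were modified on its outer and inner side. At the end of exon 3 the intervals overlap (27.1 to 60.5% inside, 14.8 to 29.2% outside). These steps are in line with reads of a methylated processed copy in the exons, and levels of the gene itself that change at the exon ends were not tested. The copy found on chromosome X does not cover exon 1. Against the copy on chromosome X of the reference as the source, it reads as T at only 2 of the 7 called cytosines (28.6%), and at 2 of 31 uncalled ones (two-sided Fisher's exact test, p = 0.147). Whether the modified PS reads come from a copy that the reference lacks or from 5fC or 5caC on Nanog itself cannot be told apart, because reads from either would map to the same exon, and the TAPSβ steps do not say which reads were modified in PS. Exons 1 to 3 have the step too and no calls.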

How the results depend on the processing

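The start-site, gene-feature, split-read and Nanog-copy results and all their alternatives, and the strand comparisons at usual coverage and the Nanog level with strands summed, were chosen after the data had been seen, and the other alternatives were fixed before the data were examined. No paired analysis was possible because each method has 1 library. The mitochondrial alternative was not run. Of the alternatives fixed then, 12 left a result within its interval or within 1.5 times its count, 34 moved a value without changing its direction, 7 raised and 4 lowered a count by more than 1.5 times, and 1 changed a sign. Counting intervals are narrow at the pooled depth, so small moves count as moves. Unless the construction of an alternative shows it, the cause was not tested.

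Averaging single cytosines gave a level of 59.2% for TAPSβ, 3.15% for CAPS and 0.231% for PS, and 10 or more reads gave 56.6%, 3.04% and 0.263%. Without variant-like cytosines they were 57.53%, 3.09% and 0.186%, and without high coverage 57.55%, 3.12% and 0.230%. Correction for the paper's rates gave 58.9%, 2.93% and -0.0311%, the last negative by construction, since the PS level is below the paper's false-positive rate.

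The CAPS calls numbered 378776 at 10 or more reads, 390333 at an adjusted p under 0.01, 996105 and 1977981 with backgrounds of 0.0062 and 0.0038, 1014556 with strands summed and 1985632 with only cytosines with a modified read. PS calls numbered 675952 under the last setting and 2225 without variant-like cytosines. Restricting the adjustment to cytosines with a modified read raises counts by construction, as fewer tests are adjusted for. In the 4 example windows the 10 calls became 19 when adjusted within the windows, 19 with a background of 0.0038 and 1 at 10 or more reads, where fewer cytosines are tested.

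The correlation of CAPS with TAPSβ stayed negative, at -0.234 for averaged cytosines, -0.281 with 50 or more cytosines per bin, -0.286 as Spearman's rho and -0.309 in 1-kb bins. The share of 1-kb bins with CAPS above TAPSβ was 1.02% at 10 or more reads and 0.903% with 10 or more cytosines, and the share of cytosines with a sum above 1 was 2.16% at 10 or more reads, 1.04% with strands summed and 7.90% after correction, which by construction puts every cytosine with a TAPSβ level of 1 and no modified CAPS read above 1.

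The CAPS coverage ratio of CpG clusters was 0.7 with medians and 0.749 with the tighter cluster definition. Their PS ratio was 1.41 with variant-like cytosines (1.4148), with averaged cytosines (1.4150) and with the tighter definition (1.4104). The start-site ratio of 1.30 was 1.15 with variant-like cytosines, 1.25 with averaged cytosines and 1.34 against all cytosines more than 3 kb away, but 0.990 (95% interval 0.981 to 0.999) at equal TAPSβ level and 0.998 (0.989 to 1.007, which includes 1) at equal TAPSβ and CAPS level. The last 2 use only CpGs with at least 20 TAPSβ and 10 CAPS reads and those more than 3 kb away, whose ratio was 1.41 without adjustment.

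The share of CpGs called on both strands was 11.3% at 20 or more reads, 5.58% without variant-like cytosines, 5.34% at usual coverage, 5.38% at usual coverage with 10 or more PS reads and 5.42% if none of these was modified. The PS ratio of 5hmC-called over uncalled cytosines was 17.0 with variant-like cytosines, 5.58 at 10 or more reads, 2.84 without high coverage and 3.07 for averaged cytosines. The PS excess over the CAPS excess, 0.0198 at called cytosines, was 0.0885 with reads split, 0.0245 at usual coverage and 0.00943 without PS levels of 10% or more. Matched on coverage, CAPS calls were 0.437 times the overall rate in promoters, 1.23 in exons and 0.885 in intergenic DNA. The looser search for copies of the Nanog transcript gave 39655 matches in place of 2. The 7 calls on Nanog, of which 5 are variant-like by the definition used, were 7, 7 and 6 under their alternatives. Depth limits all statements on single cytosines.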

Differences from the paper's values

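For CAPS the paper reports 1762287 5hmC-modified sites, and the test described in its methods called 591604 on the deposited counts. Of the alternatives set before the data were examined, 2 gave counts within 1.5 times the paper's value, a background rate of 0.0038 (1977981) and an adjustment over only the cytosines with a modified read (1985632). The others did not, with 378776 at 10 or more reads, 617208 at 1 or more, 996105 with a background of 0.0062, 390333 at an adjusted p under 0.01, 1014556 with strands summed, 571901 without variant-like cytosines and 586867 without high coverage.

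The highest PS level of the Nanog window is about 20% in Supplementary Fig. 9, read by eye, and 33.3% per cytosine in the deposited counts at a minimum of 10 reads. It stayed at 33.3% with a minimum of 5 reads, an alternative set before the data were examined. With both strands of a CpG summed the highest level was 21.1%, a scale chosen after both values had been seen. The alternatives for the background rate and the adjustment leave levels as they are.

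The paper's methods give the raw signal as C over C plus T, while the deposited level is T over C plus T.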

Other observations

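In this part, the comparison at usual coverage, the dealing of reads to strands and both tests of bases that differ on 1 strand, with their comparison at usual coverage, were chosen after the result had been seen.

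With variant-like cytosines left out, the PS level was higher at cytosines called in CAPS (0.675%) than at uncalled ones (0.173%), a ratio of 3.90 (95% interval 3.86 to 3.93), and above 1 on all 19 autosomes (2.05 to 6.71). The filter acts on the PS level, and with these cytosines kept the ratio was 17.0. Conversion of 5hmC itself in PS would give an excess PS level over excess CAPS level of at most 0.0217, from the paper's rates of 1.8% and 83.1%. Calls choose cytosines with high CAPS counts, so the reads of CAPS were split, again without variant-like cytosines, and the level taken from the reads that did not choose. The excess was then 0.0885 (0.0873 to 0.0897), which argues against 5hmC conversion as the whole cause. At usual coverage it fell to 0.0245 (0.0236 to 0.0254), close to the paper's ratio, whose own error is unknown, so 5hmC conversion could account for much of the rest and cannot be told apart from a small 5fC or 5caC signal there. Leaving out PS levels of 10% or more gave 0.00943, but this filter acts on the outcome. No biological explanation was tested.

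The higher PS level around start sites may come from a background of PS that is higher on unmodified C than on 5mC. In that case CpGs near start sites should have the PS level of distant CpGs with equal TAPSβ level, and the ratio was 0.990 (0.981 to 0.999), against 1.41 without this adjustment. In CpG clusters the ratio moved from 1.45 to 0.992. From the paper's spike-in rates, a PS level of 0.272% would be expected near start sites, where 0.247% was observed, and 0.206% far from them, where 0.175% was observed. This test has limits. The PS level was 0.256% (0.254 to 0.258%) where the TAPSβ level was under 1%. That is below the 0.282% (0.278 to 0.285%) at 1 to 10%, an order that a higher background on unmodified C alone would not give. The CAPS level also differed between these CpGs, at 1.07% and 3.51%. The rate on 5mC was taken from lambda DNA (the paper's 0.10%), while the paper's rate on the synthetic 5mC spike-in in PS lies above that on unmodified C and would predict the opposite. CpGs with little 5mC could also hold more 5fC or 5caC, which the comparison does not separate.

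Few CpGs were called on both strands in CAPS. Of 192189 CpGs with at least 10 reads on each strand and a call, 10981 (5.71%, 95% interval 5.61 to 5.82%) were called on both. With the modified reads of each CpG dealt at random to its strands, 12.0% were, so low depth alone does not explain it. At 20 or more reads the shares were 11.3% and 62.6%, but all of these CpGs lie above usual coverage. This wider gap is thus no cleaner evidence from deeper data. At usual coverage the shares were 5.34% and 7.30%. A base that is T in place of C on 1 strand was first tested by leaving out variant-like cytosines, with 5.58% observed and 7.79% dealt. That test decided nothing, because the filter itself lowered the dealt share, and it was replaced. Among CpGs with no modified PS read and usual coverage, 5.42% (5.23 to 5.62%) were observed and 6.64% dealt. Usual coverage with at least 10 PS reads gave 5.38% observed and 7.56% dealt without any choice on PS modification, so most of the fall in the dealt share came with the choice of coverage, and how much of the gap such bases make up cannot be read from it. As the observed share stayed below the dealt one where no PS read was modified, such bases are argued against as the whole cause. Molecules counted more than once and true differences between strands were not tested, and no biological explanation was.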
